# Comparative transcriptomics of porcine liver-resident CD8α^dim^, liver CD8α^high^ and circulating blood CD8α^high^ NK cells reveals an intermediate phenotype of liver CD8α^high^ NK cells

**DOI:** 10.3389/fimmu.2023.1219078

**Published:** 2023-08-18

**Authors:** Leen Hermans, Sofie Denaeghel, Robert J. J. Jansens, Steffi De Pelsmaeker, Filip Van Nieuwerburgh, Dieter Deforce, Everardo Hegewisch-Solloa, Emily M. Mace, Eric Cox, Bert Devriendt, Herman W. Favoreel

**Keywords:** liver-resident, NK cells, transcriptome, pig, plasticity

## Abstract

Liver-resident NK (lrNK) cells have been studied in humans as well as in mice. Unfortunately, important differences have been observed between murine and human lrNK cells, complicating the extrapolation of data obtained in mice to man. We previously described two NK cell subsets in the porcine liver: A CD8α^high^ subset, with a phenotype much like conventional CD8α^high^ NK cells found in the peripheral blood, and a specific liver-resident CD8α^dim^ subset which phenotypically strongly resembles human lrNK cells. These data suggest that the pig might be an attractive model for studying lrNK cell biology. In the current study, we used RNA-seq to compare the transcriptome of three porcine NK cell populations: Conventional CD8α^high^ NK cells from peripheral blood (cNK cells), CD8α^high^ NK cells isolated from the liver, and the liver-specific CD8α^dim^ NK cells. We found that highly expressed transcripts in the CD8α^dim^ lrNK cell population mainly include genes associated with the (adaptive) immune response, whereas transcripts associated with cell migration and extravasation are much less expressed in this subset compared to cNK cells. Overall, our data indicate that CD8α^dim^ lrNK cells show an immature and anti-inflammatory phenotype. Interestingly, we also observed that the CD8α^high^ NK cell population that is present in the liver appears to represent a population with an intermediate phenotype. Indeed, while the transcriptome of these cells largely overlaps with that of cNK cells, they also express transcripts associated with liver residency, in particular *CXCR6*. The current, in-depth characterization of the transcriptome of porcine liver NK cell populations provides a basis to use the pig model for research into liver-resident NK cells.

## Introduction

The functional and phenotypical characteristics of peripheral blood natural killer (NK) cells, also referred to as conventional NK (cNK) cells, have been extensively studied since their discovery in the 1970s (1). They were found to predominantly kill virus-infected and malignant cells and produce large amounts of cytokines, particularly IFN-γ, upon stimulation (2). More recently, NK cell populations in non-lymphoid tissues, such as the liver, have been studied and characterized in more detail (3, 4). Liver-resident (lr) NK cells were first described as ‘pit cells’ in the rat liver in 1976 by electron microscopy (5). However, interest in this population was sparked particularly after O’Leary et al. discovered that an intra-hepatic NK cell population in mice could mediate long-lived and antigen-specific adaptive recall responses (6). This led to a better characterization of lrNK cell subsets in mice (7) and humans (8, 9).

Interestingly, lrNK cells are present at a remarkably high frequency as they make up 30-50% of all intrahepatic lymphocytes, compared to cNK cells representing only 5-15% of lymphocytes in the peripheral blood (10, 11). The lrNK population in humans and mice resides primarily in liver sinusoids and interacts with sinusoidal endothelial cells and Kupffer cells, the liver-resident macrophages (4, 12). However, their exact function in the liver is not yet fully understood (13). In mice, lrNK cells are CD49a-positive and express CXCR6 and TNF-related apoptosis-inducing ligand (TRAIL) (14–16). They express high levels of the T-box transcription factor T-bet and low levels of Eomesodermin (Eomes) (7). In contrast, the CD49a^+^ intrahepatic NK cell population in human represents only a very minor and variable subset of the total lrNK cell population (8). The majority of lrNK cells in human are defined as CD56^bright^CD49a^-^CD49e^-^CXCR6^+^CD69^+^ and show an opposite expression of the T-box transcription factors T-bet and Eomes (Eomes^high^T-bet^low^) compared to that in murine lrNK cells (9, 17, 18). Also in terms of (potential) plasticity between circulating cNK cells and lrNK cells, there appear to be differences between human and mice. In human, there are indications for such plasticity, e.g. circulating Eomes^low^ NK cells have been reported to upregulate Eomes expression under the influence of cytokines that are highly expressed in the liver (such as transforming growth factor β (TGF-β) and interleukin (IL)-15) (17). In mice, on the other hand, cNK and lrNK cell populations were shown to arise from separate lineages with only a limited degree of plasticity (19).

The abundant differences between human and mice lrNK cells (20) complicate extrapolation of data generated on murine lrNK cells to man. Interestingly, we recently identified two subpopulations of NK cells in the porcine liver (21). We described a CD8α^high^ subpopulation, with a phenotype much like conventional CD8α^high^ NK cells found in the peripheral blood, and an abundant liver-resident CD8α^dim^ subpopulation, which strongly resembles human lrNK cells (21). Indeed, like their human counterparts, porcine CD8α^dim^ lrNK cells are Eomes^high^T-bet^low^CXCR6^+^CD49e^-^ and there are indications for partial plasticity between porcine cNK cells and lrNK cells (21).

In the current study, we compared the transcriptome of porcine conventional liver CD8α^high^ NK cells, porcine liver-resident CD8α^dim^ NK cells, and porcine peripheral blood cNK cells using RNA-seq, to gain new insights into the potential biological functions of these still largely enigmatic lrNK cells. The in-depth characterization of porcine liver NK cell populations reported here, supports the future use of the pig as an animal model to study lrNK cells, which are difficult to obtain in human. These data form a basis to further characterize the biology and functions of porcine (and human) lrNK cells and possibly target these cells in future vaccination strategies and/or novel therapies against liver-associated diseases.

## Materials and methods

### Isolation of porcine blood NK cells

Heparinized blood samples (50 units/ml blood, LEO Pharma, Lier, Belgium) were obtained from the external jugular vein of pigs (11–23 weeks old) that were kept as blood donors at the Faculty of Veterinary Medicine, Merelbeke, Belgium. The blood sampling and euthanasia procedures were approved by the Ethical Committee of the Faculty of Veterinary Medicine (EC2017/121). Euthanasia was performed using Euthanimal 20% (natriumpentobarbital 20%, 60mg/2.5kg, IV). Peripheral blood NK cells used for RNA sequencing were isolated from the blood of five six-months-old pigs. Upon blood sampling, the animals were euthanized and the liver was collected to obtain liver NK cells (see section 2.2). NK cells used to perform plasticity experiments were obtained from other animals (11-23 weeks old).

Peripheral blood mononuclear cells (PBMC) were isolated from whole blood by lymphoprep (catalog n. 07851, Axis-Shield, Dundee, UK) density centrifugation. Red blood cells were lysed by a 10 min osmotic shock at room temperature by incubating the collected buffy coat in lysis buffer (composed of 90% NH_4_Cl 0.83% (w/v) and 10% TRIS 2.06% (w/v) in distilled water at a final pH of 7.2). After a final washing step, PBMC were resuspended in 1 ml phosphate-buffered saline (PBS)- ethylene diamine tetraacetic acid (EDTA) buffer and counted. Afterwards, primary porcine NK cells (CD3^−^CD172a^−^CD8α^+^) were isolated from porcine PBMC as described before (22) by magnetic-activated cell sorting (MACS) depletion of CD3^+^ and CD172a^+^ cells (Miltenyi, Bergisch Gladbach, Germany) followed by fluorescence-activated cell sorting (FACS) purification using a BD FACSMelody Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA) and monoclonal antibodies against porcine CD172a (IgG1, clone 74-22-15a), CD3 (IgG1, clone PPT3), and CD8α (IgG2a, clone 11/295/33) (23, 24). Secondary antibodies used were goat α-mouse IgG2a-AF647 (catalog n. A21241, Invitrogen, Carlsbad, CA, USA) and goat α-mouse IgG1-PE (catalog n. P21129, Invitrogen, Carlsbad, CA, USA). This resulted in a 98.42% ± 0.14% pure population of CD3^−^CD172a^−^CD8α^high^ blood NK cell population (**Supplementary Figures 1, 2**). In pigs, NK cells are typically identified based on aCD3^−^CD172a^−^CD8+ phenotype, since porcine NK cells do not express CD56 (24). This is in contrast to human NK cells, but similar to what is described in mice and non-human primates such as cynomolgus and rhesus macaques (23). Whether porcine NK cells express NKG2A or NKG2C on their cell surface is unknown and (cross-reactive) antibodies are currently lacking, preventing to use these molecules as NK cell markers in pig.

### Isolation of porcine liver NK cells

Blood was collected from five six-months-old pig (see section 2.1), after which the animals were euthanized and the liver was dissected and flushed to obtain liver NK cells from the same pig at the same age for RNA sequencing analysis. Porcine liver NK cells were isolated as described before (21). In short, the portal vein was perfused with 5 l ice-cold PBS, after which a further ice-cold 700 ml PBS was used for a final flush that was collected in different 50 ml centrifuge tubes, followed by concentration of the perfusate by centrifugation. The resulting cell pellet was resuspended in PBS (room temperature), followed by the same protocol described above for primary porcine blood NK cell isolation. FACS purification resulted in a 96.87% ± 0.99% pure population of porcine CD3^−^CD172a^−^CD8α^high^ liver NK cells and in a 95.14% ± 1.25% pure population of porcine CD3^−^CD172a^−^CD8α^dim^ liver NK cells (**Supplementary Figure 1**). Within the liver lymphocyte population, the CD8α^high^ NK cells represented 17.6 ± 8.2% of all cells, whereas the CD8α^dim^ NK cells represented 50.4 ± 16.3% of all cells. After sorting, the post-sort analysis was supplemented with additional control stainings for Tbet and Eomes, as these allow to carefully discriminate the two liver NK cell subpopulations (21) (**Supplementary Figure 2**).

### Immunofluorescence staining

After dissection and flushing of the liver, liver tissue samples were collected. The samples were embedded in 2% Methocel^®^ MC (catalog n. 9004-67-5, Fluka, Buchs, Switserland), snap-frozen in liquid nitrogen, and stored at -80°C until use. Cryosections (5 µm) were cut with a cryotome (Leica CM3050 S), placed on aminopropyltriethoxysilane (APES)-coated glass slides (catalog n. A3648, Sigma-Aldrich, Saint Louis, MO, USA) and fixed in methanol for 30 minutes at -20°C. The slides were dried and stored at -20° until use. Tissue slides were washed 3x 5 minutes with PBS and blocked with PBS + 10% goat serum for 30 minutes in a humid cell at 37°C. Primary antibodies (**Table 1**) were diluted in PBS and incubated for 1 h in a humid cell at 37°C. Then, slides were washed again 3x 5 minutes with PBS, secondary or primary conjugated antibodies were added (**Table 1**) and incubated for 1 h in a humid cell at 37°C. Secondary antibodies used were goat-anti-rabbit-Alexa Fluor 488 (catalog n. A-11008, Invitrogen, Carlsbad, CA, USA) and goat-anti-mouse IgG1-Alexa Fluor 647 (catalog n. A-21240, Invitrogen, Carlsbad, CA, USA). For monoclonal antibody stainings, purified mouse IgG1 was used as an isotype control. For the polyclonal antibody stainings, control stainings were performed using only secondary antibody. Finally, slides were counterstained with Hoechst (10 µg/ml) for 10 minutes and mounted on a microscope slide in mounting solution (Dabco). Images were taken with a confocal microscope (TCS SPE DM2500, Leica) using a Leica 63x/1,3 NA oil lens and processed using Fiji (25).

**Table 1:** Primary antibodies for immunofluorescence staining.

Target	Clone	Dilution	Conjugation	Supplier	Catalog #
NKp46	VIV-KM1	1/100	Unconjugated	Invitrogen	MA5-28353
CD31/PECAM-1	Rabbit Polyclonal	1/100	Unconjugated	NovusBio	NB100-2284
pan-Cytokeratin	C-11	1/100	Alexa Fluor^®^ 594	BioLegend	628606

### RNA-seq analysis

Three porcine NK cell populations (circulating blood CD8α^high^ NK cells, liver CD8α^dim^ NK cells and liver CD8α^high^ NK cells) of five six-months-old pigs were FACS-purified. The total number of cells collected for each NK cell subpopulation and each animal ranged between 1.1 million and 2 million cells. Cells were lysed in RLT buffer and total RNA isolation was performed using the RNeasy mini kit (catalog n. 74004, Qiagen, Venlo, The Netherlands). The QuantSeq 3’ mRNA-seq library prep kit (Lexogen, Vienna, Austria) was used to sequence mRNA from the 3’ end on a Nextseq500 (Illumina, San Diego, CA, USA). FastQ files were trimmed using the QuasR package (26), followed by alignment using Rhisat2 (23) to the *Sus scrofa* reference genome version 11.1. Quality metrics were computed using FastQC. The R-package DESeq2 (24) was used to identify differentially expressed genes between each group (n=5). Gene set enrichment was performed using Enricher from the Clusterprofiler package (27) on differentially expressed genes with an adjusted p-value of <0.05 and a BaseMean >500. Specific pathway information was visualized using the Pathview package (28). In all of the analyses, all three NK cell subpopulations of all five data points (individual pigs) were included.

### Porcine blood NK cell culture

For the plasticity experiments, porcine blood NK cells were cultured in 96-well flat-bottomed plates (Nunc, Thermo Fisher Scientific) at a density of 2.5 × 10^6^ cells/ml in 200 µl RPMI (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), supplemented with 10% (v/v) fetal calf serum (Thermo Fisher Scientific, Waltham, MA, USA), 100 U/ml penicillin (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), 100 μg/ml streptomycin (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) (referred to as porcine NK medium). NK cells were primed with recombinant human interleukin 2 (IL-2) (20 ng/ml; catalog n. PHC0026, Thermo Fisher Scientific, Waltham, MA, USA) or recombinant porcine IL-10 (30 ng/ml; catalog n. 693 PI, R&D systems, Minneapolis, MN, USA) or a cytokine mix containing recombinant human TGF-β1 (10 ng/ml; catalog n. 7754-BH-005, R&D systems, Minneapolis, MN, USA) and IL-10 (30 ng/ml) or TGF-β1 (10 ng/ml) and IL-2 (20 ng/ml) for 60 h with a medium change after 40 h. Viability of fresh porcine NK cells was > 90%, wereas viability after 60 h in cell culture ranged between 55-65% for conditions without IL-2 (IL-10 and TGF-β + IL-10) and between 70-80% for conditions with IL-2 (IL-2 and TGF-β + IL-2). 

### Flow cytometry

#### Cell surface marker staining

Freshly isolated NK cells were stored overnight at 4°C in porcine NK medium with 25% fetal calf serum (FCS) and cultured NK cells were collected from the 96-well plates after 60 h of incubation before analysis. NK cells were washed in PBS-EDTA with 1% FCS (further referred to as staining medium) and incubated for 30 minutes with 0.1% Fixable Live/Dead stain (catalog n. L34963, Invitrogen, Carlsbad, CA, USA). Cells were transferred to 96-well conical bottomed plates and incubated for 30 minutes at 4°C with primary antibodies or isotype as listed in **Table 2**. After incubation, cells were washed, stained with goat anti-mouse IgG1-PE (catalog n. P21129, Invitrogen, Carlsbad, CA, USA) for 30 minutes at 4°C. Cells were washed again and resuspended in 100 µl staining medium for analysis. Flow cytometry was performed using a Beckman Coulter Cytoflex and samples were analyzed using CytExpert software (Beckman Coulter, Brea, CA, USA).

**Table 2:** Primary antibodies for flow cytometry.

Target	Clone	Conjugation	Supplier	Catalog #
NKp46	VIV-KM1	Unconjugated	Invitrogen	MA5-28353
CD49e	VC5	Unconjugated	BD biosciences	555651
CD8α	11/295/33	Unconjugated	In-house production	–
CD3	PPT3	Unconjugated	In-house production	–
Eomes	WD1928	PE	Invitrogen	12-4877-42
T-bet	4B10	PE	Invitrogen	12-5825-82

# = number.

- = Not applicable.

#### Transcription factor staining

Freshly isolated NK cells were stored overnight at 4°C in porcine NK medium with 25% FCS and cultured NK cells were collected from the 96-well plates after 60 h of incubation before analysis. NK cells were washed in PBS-EDTA with 1% FCS (staining medium) and incubated for 30 minutes with 0.1% Fixable Live/Dead stain (catalog n. L34963, Invitrogen, Carlsbad, CA, USA). Cells were transferred to 96-well conical bottomed plates and fixed and permeabilized using the Foxp3/transcription factor staining buffer set (catalog n. 00-5523-00, Thermo Fisher, Waltham, MA, USA), according to the manufacturer’s instructions. Next, cells were incubated with fluorescently labeled antibodies against the corresponding transcription factors or isotype control antibodies (**Table 2**) at 4°C for 30 min and washed with permeabilization buffer (catalog n., 00-5523-00, Thermo Fisher, Waltham, MA, USA). Finally, cells were resuspended in 100 µl staining medium for analysis. Flow cytometry was performed using a Beckman Coulter Cytoflex, and samples were analyzed using CytExpert software (Beckman Coulter, Brea, CA, USA).

### Statistical analysis

Statistical analysis of plasticity data was performed using Graphpad Prism 9. Data were analyzed for statistical differences with a Kruskal-Wallis test at the 5% significance level. *Post hoc* analysis was performed using Dunn’s multiple comparisons test.

## Results

### Porcine liver-resident CD8α^dim^ NK cells are located in the liver sinusoids and display a distinct transcriptomic profile compared to circulating blood NK cells and CD8α^high^ liver NK cells

We have previously shown that lrNK cells are abundantly present in the liver of six-months-old pigs (45.5 ± 13.1% of the lymphocytes) compared to the presence of their circulating counterparts in the blood of these pigs at the same age (21 ± 5.2% of the lymphocytes) (21). Since murine and human lrNK cells were described to reside in liver sinusoids (12, 29), we were interested to know whether this was also the case for porcine lrNK cells. To identify a suitable marker to specifically stain lrNK cells on tissue sections for microscopy, lymphocytes obtained from a flushed liver were phenotypically characterized. NKp46 was found to be expressed by all CD8α^dim^ lrNK cells, whereas only ∼3% of the NKp46-expressing cells did not belong to the CD8α^dim^ NK cell population.This small percentage of non-lrNK cells expressing NKp46 were characterized as CD8α^high^CD3^+^ lymphocytes, which might correspond to a rare NKp46-expressing T cell subset and/or a non-conventional lymphocyte subset that was previously described to be enriched in the porcine liver and that displays both T cell and NK cell features, but functionally resembles NK cells (30). In contrast, CD8α^high^ NK cells in the liver did not express detectable levels of NKp46. Therefore, NKp46 was chosen as a suitable marker for CD8α^dim^ lrNK cells (**Supplementary Figure 3**). As shown in **Figure 1A**, porcine lrNK cells reside in the liver sinusoids, in close contact with the CD31-expressing sinusoidal endothelium. This is in line with their human and mouse counterparts.

**Figure 1:**
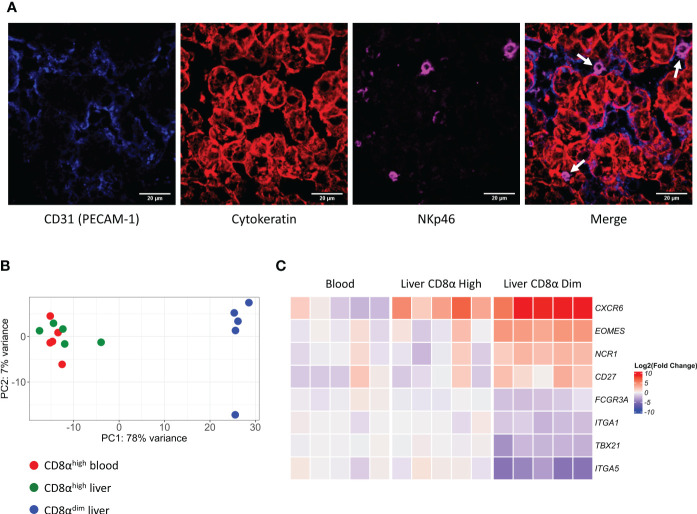
Liver-resident CD8α^dim^ NK cells are located in the liver sinusoids and show a distinct transcriptomic profile compared to liver CD8α^high^ NK cells and circulating blood CD8α^high^ NK cells. **(A)** Immunofluorescence staining of liver tissue. NK cells (white arrows) expressing NKp46 (in magenta) are located in the sinusoids, in close contact with the endothelium (PECAM-1, in blue). Hepatocytes stain positive for pan-Cytokeratin (in red). **(B)** Principal component analysis (PCA) of the transcriptomes of CD8α^high^ blood NK cells, CD8α^high^ liver NK cells and CD8α^dim^ liver-resident NK cells. **(C)** Heatmap of gene transcripts of the three described NK cell subsets, displaying the transcription levels of proteins that were previously used to phenotypically characterize liver-resident NK cells.

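RNA was sequenced from 3 NK cell populations that were sorted by FACS from the same 5 pigs, 6 months old: CD8α high NK cells from blood (cNK cells), CD8α high NK cells from liver and CD8α dim NK cells from liver (lrNK cells), giving 15 libraries. The libraries were made with a kit that reads each polyadenylated transcript from its 3′ end, so a count stands for reads near the end of a transcript and does not grow with transcript length. The authors trimmed the reads, aligned them to the Sus scrofa genome assembly Sscrofa11.1 and deposited the number of reads on each of 29886 genes, without normalization. The paper's text does not name the tool that counted the reads, its strand setting or its treatment of reads with several alignments, so counts of overlapping genes and of close paralogs are uncertain. Between 2874092 and 3823973 reads were counted on genes in the blood libraries (median 3749615), between 2886686 and 5680221 in the liver CD8α high libraries (median 3877028) and between 2003499 and 3776823 in the lrNK libraries (median 2407859). Counts of 11717 genes were 0 in all 15 libraries. No pair of libraries of one population looked like a library counted more than once, with a chi-square per degree of freedom of 9.41 to 46.7 over 30 pairs. From the counts, levels were computed as CPM, edgeR's counts scaled by the TMM-adjusted library size, and are given as mean ± SD over the 5 pigs. Differences between populations were tested with edgeR's quasi-likelihood test in a single fit of all 15 libraries, over the 10939 genes that passed its default filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The fit was repeated with the pig as a block, because libraries of one pig deviated together from their population means (mean correlation 0.107 within pigs and -0.0265 between pigs, exact permutation test, p = 6.94e-05, the smallest p that the 14400 relabelings allow). On counts simulated without pig effects, the test without block recovered 62.5% of 200 changed genes among 10636 genes tested, and 6 of its 131 calls were false.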

To further characterize and compare porcine NK cell subsets, we isolated CD8α^high^ conventional peripheral blood NK cells, CD8α^high^ conventional liver NK cells and CD8α^dim^ liver-resident NK cells from five different animals and performed an RNA-seq analysis on these samples (an overview of the differentially expressed genes (DEGs) can be found in **Supplementary Tables 1–3**). As visualized by the principal component analysis (PCA) (**Figure 1B**), CD8α^high^ conventional blood NK cells and CD8α^high^ conventional liver NK cells cluster together on transcriptional level, whereas the CD8α^dim^ liver-resident NK cells cluster apart from both populations.

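The first principal component of the 500 most variable genes, after the variance-stabilizing transformation of DESeq2, held 77.7% of the variance and the second 6.91%. Mean scores on the first component were -14.2 ± 1.16 (SD, n = 5) in blood CD8α high NK cells, -12.1 ± 5.03 in liver CD8α high NK cells and 26.3 ± 1.33 in CD8α dim lrNK cells. The lrNK libraries were apart from the blood libraries and from the liver CD8α high libraries (two-sided exact permutation test of the mean score, p = 0.00794 in each comparison, the smallest p that 252 splits allow). The mean scores of liver and blood CD8α high NK cells did not differ significantly (two-sided exact permutation test without pairing by pig, p = 0.468). The liver CD8α high library nearest to the lrNK libraries was that of pig 1, with a score of -3.96. On the second component, the lrNK library of pig 3 had a score of 17.2 while the other 4 lrNK libraries lay between -7.47 and -1.33. With all tested genes in place of the 500 most variable, the first component held 43.3% of the variance.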

We previously described and phenotypically characterized the CD8α^dim^ lrNK cell population by flow cytometry (21). Hence, we compared the transcriptome dataset with this phenotypic characterization on the protein level to determine whether differences in protein levels are reflected by similar differences on transcript level. Interestingly, in line with our previous observations at the protein level, we found that CD8α^dim^ lrNK cells display a significantly increased expression of *EOMES* mRNA and a significant decrease in *TBX21* transcripts, compared to conventional CD8α^high^ blood NK cells. In addition, the low expression of *ITGA5* (encoding CD49e) transcripts and the high expression levels of *CXCR6*, *NCR1* (encoding NKp46) and *CD27* mRNA (**Figure 1C**) are further in line with our earlier flow cytometric characterization (21), thereby validating both the earlier and the current report. Furthermore, in line with human lrNK cells and in contrast with murine lrNK cells (9, 16), porcine CD8α^dim^ lrNK cells did not show high expression of *ITGA1* (encoding CD49a).

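*EOMES* lies on chromosome 13 from 14209590 to 14216184 of Sscrofa11.1. Its level was 39.5 ± 21.2 CPM (SD, n = 5) in blood CD8α high NK cells and 677 ± 147 CPM in lrNK cells, a log2 fold change of 4.09 (standard error 0.55, adjusted p = 1.27e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TBX21*, on chromosome 12 from 23996415 to 24009353, had 1143 ± 105 CPM in blood and 195 ± 65.9 CPM in lrNK cells, a log2 fold change of -2.55 (standard error 0.22, adjusted p = 4.06e-08, edgeR, Benjamini-Hochberg). The lowest lrNK level of *TBX21* was that of pig 3, 80.9 CPM, with 201 to 246 CPM in the other 4 pigs. Both differences had the same direction in all 5 pigs. Blocking by pig changed the log2 fold changes to 4.23 and -2.60 (adjusted p = 3.88e-07 and 3.09e-08, edgeR, Benjamini-Hochberg). With each pig left out in turn, they stayed between 3.88 and 4.38 for *EOMES* and between -2.62 and -2.39 for *TBX21*.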

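*ITGA5* was counted 15 to 57 times per blood library and 0 to 2 times per lrNK library, so its level was at least 8.95-fold lower in lrNK cells (adjusted p = 8.28e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *CXCR6* level was 1.57 ± 2.01 CPM (SD, n = 5) in blood CD8α high NK cells and 592 ± 294 CPM in lrNK cells, with a log2 fold change of 8.50 (standard error 0.94, adjusted p = 1.07e-06, edgeR, Benjamini-Hochberg). *NCR1* rose from 50.8 ± 29.4 CPM to 282 ± 83.3 CPM, a log2 fold change of 2.47 (standard error 0.53, adjusted p = 0.00184, edgeR, Benjamini-Hochberg). *CD27* was counted 0 to 12 times per blood library and 2 to 19 times per lrNK library. Its log2 fold change of 2.05 had a standard error of 1.23 and was not significant (adjusted p = 0.292, edgeR, Benjamini-Hochberg), although the level was higher in lrNK cells in all 5 pigs. In the fit with the pig as a block, adjusted p-values were 2.51e-04 for *ITGA5*, 2.31e-06 for *CXCR6*, 3.62e-05 for *NCR1* and 0.137 for *CD27* (edgeR, Benjamini-Hochberg).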

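*ITGA1*, on chromosome 16 from 32130265 to 32309917 of Sscrofa11.1, had 312 ± 79.3 CPM (SD, n = 5) in blood CD8α high NK cells and 91.1 ± 26.7 CPM in lrNK cells. The log2 fold change was -1.77 (standard error 0.24, adjusted p = 1.76e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -1.75 with the pig as a block (adjusted p = 2.59e-06, edgeR, Benjamini-Hochberg). The level was lower in lrNK cells in all 5 pigs. The blood library of pig 1, with 177 CPM, was apart from the other 4, which had 329.6 to 386 CPM. *ITGA1* shares 15850 bases with *PELO*, and the strand of the counting is not stated.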

### CD8α^dim^ lrNK cells display an immature and anti-inflammatory phenotype

In order to obtain a general overview of the most pronounced transcriptional differences between the CD8α^dim^ lrNK cell population and conventional blood NK cells, we first analyzed the genes that were abundantly expressed (BaseMean > 500) and that showed a significant Log2 fold change higher than 2 or lower than -3 (since in general more genes showed a negative fold change) (**Supplementary Table 1**). Using these criteria, 39 differentially expressed genes were identified between the CD8α^dim^ lrNK cell population and conventional blood NK cells (**Figure 2**).

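With BaseMean, the mean count over all 15 libraries after scaling by DESeq2's size factors, above 500, an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a log2 fold change above 2 or below -3, 38 genes passed, 12 of them higher and 26 lower in lrNK cells than in cNK cells. All 38 are among the 39 genes of Figure 2. When the pig was a block, 41 genes passed the same criteria, 13 higher and 28 lower. The BaseMean threshold moved this number most, to 67 genes above 300 and 19 genes above 1000. Among genes with a BaseMean above 500, an adjusted p under 0.05 and the same direction in all 5 pigs, *CXCR6*, *PLXNC1* and *COTL1* rose most and *CX3CR1*, *KIF7* and *PTH1R* fell most. *KIF7* had 337 ± 36.9 CPM (SD, n = 5) in blood and 1.84 ± 3.18 CPM in lrNK cells, a log2 fold change of -7.60 (standard error 0.51, adjusted p = 1.36e-09, edgeR, Benjamini-Hochberg). For *PTH1R*, 304 ± 24.2 CPM and 1.85 ± 2.31 CPM gave a log2 fold change of -7.31 (standard error 0.39, adjusted p = 7.54e-11, edgeR, Benjamini-Hochberg). *RASA3* and *LOC110255870* overlap by 1233 bases and had near-identical counts (BaseMean 1276.5 and 1229.6), each with a log2 fold change of -3.53, and the counting tool's rule for such reads is not stated.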

**Figure 2:**
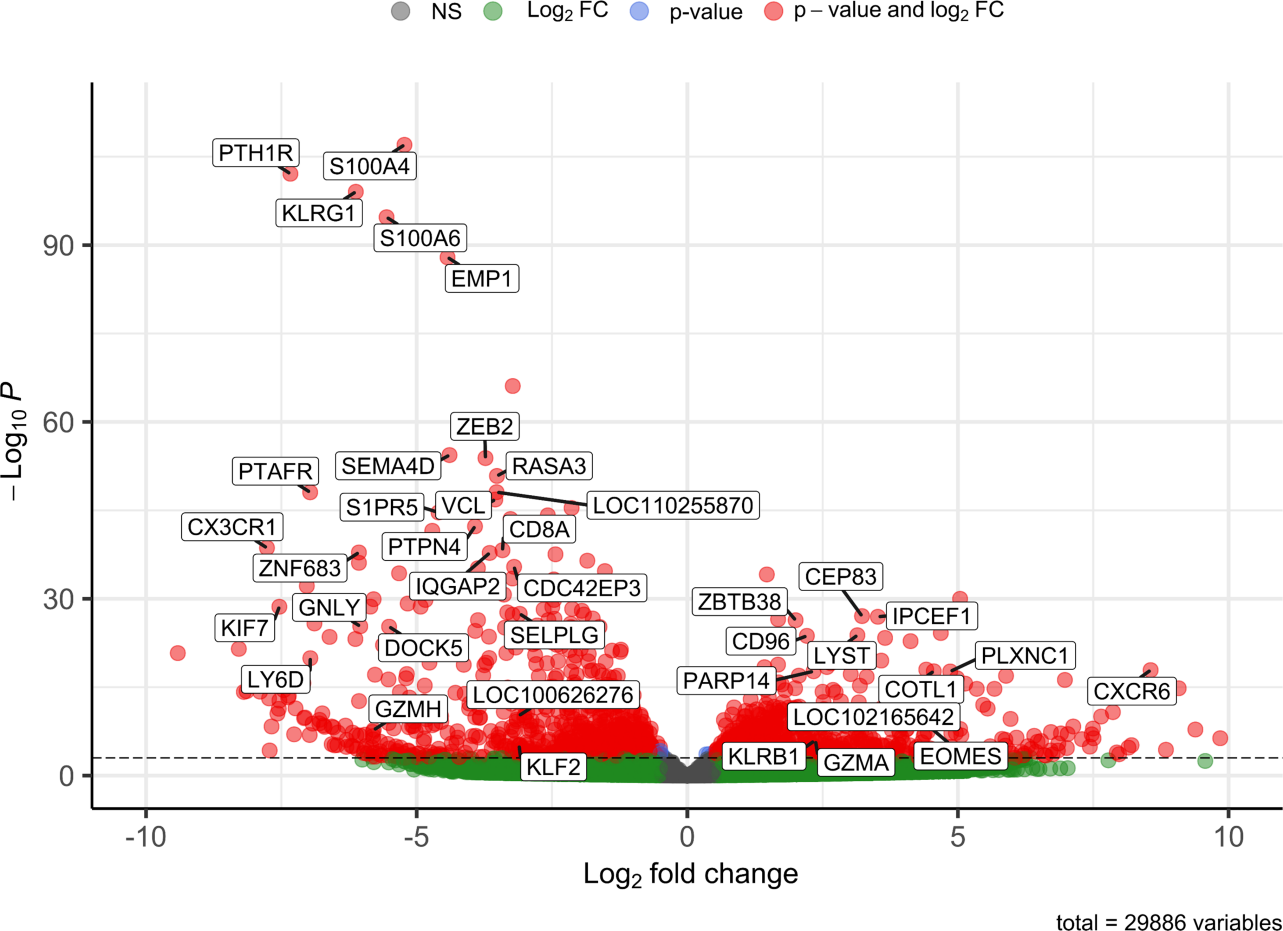
Volcano plot visualizing 39 differentially expressed genes between CD8α^dim^ liver-resident NK cells and conventional blood NK cells. Only transcripts with a BaseMean > 500 and a significant Log2 fold change higher than 2 or lower than -3 are labeled.

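*CD96* had 106 ± 17.3 CPM (SD, n = 5) in blood CD8α high NK cells and 485 ± 89.6 CPM in lrNK cells, a log2 fold change of 2.20 (standard error 0.21, adjusted p = 2.05e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SEMA4D* fell from 422 ± 109 CPM to 19.8 ± 9.38 CPM, a log2 fold change of -4.40 (standard error 0.32, adjusted p = 3.25e-09, edgeR, Benjamini-Hochberg). The *GNLY* level was 1438 ± 369 CPM in blood and 21.5 ± 22.0 CPM in lrNK cells, a log2 fold change of -6.03 (standard error 0.52, adjusted p = 4.02e-08, edgeR, Benjamini-Hochberg). All 3 differences had the same direction in all 5 pigs. Blocking by pig gave log2 fold changes of 2.16, -4.44 and -6.27 (adjusted p = 2.54e-07, 3.49e-09 and 5.98e-08, edgeR, Benjamini-Hochberg).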

A presumably anti-inflammatory function of CD8α^dim^ lrNK cells was suggested by a high expression of *CD96* (encoding the activating receptor Tactile) and by a low expression of *SEMA4D* (encoding CD100, Semaphorin-4D), encoding an immune activation molecule, and of *GNLY* (Granulysin), encoding a powerful cytotoxic, antimicrobial and pro-inflammatory peptide (31–34). However, abundant expression of genes associated with lytic granules, such as *LYST* (encoding lysosomal trafficking modulator) and *GZMA* (encoding granzyme A), and *PARP14*, encoding a critically important molecule for IFN-γ production, indicate that these cells do have the ability to exert cytotoxic functions and produce cytokines upon activation (35, 36). Nevertheless, granzyme A might preferably act as an immunomodulatory molecule in the pig liver, since human granzyme A has recently been described as a modulator of inflammation rather than a cytotoxic molecule (37).

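The level of *LYST* was 144 ± 62.3 CPM (SD, n = 5) in blood CD8α high NK cells and 1256 ± 209.6 CPM in lrNK cells, that of *GZMA* 304 ± 168 and 1556 ± 414 CPM, and that of *PARP14* 139 ± 55.7 and 694 ± 162 CPM. The log2 fold changes were 3.13 for *LYST* (standard error 0.33, adjusted p = 5.43e-07), 2.35 for *GZMA* (standard error 0.42, adjusted p = 3.50e-04) and 2.32 for *PARP14* (standard error 0.27, adjusted p = 2.39e-06), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each gene was higher in lrNK cells in all 5 pigs. In the fit with the pig as a block, they were 3.23, 2.65 and 2.35 (adjusted p = 1.10e-07, 6.56e-05 and 1.94e-06, edgeR, Benjamini-Hochberg).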

In addition, *CXCR6* transcripts are highly expressed in the CD8α^dim^ lrNK cell population. 

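*CXCR6* lies on chromosome 13 from 29095900 to 29100666 of Sscrofa11.1, within the *FYCO1* gene, whose own counts moved the other way (log2 fold change -1.57, adjusted p = 1.18e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In lrNK cells its level was 700.2, 607, 86.2, 837 and 729 CPM in pigs 1 to 5. In blood CD8α high NK cells of the same pigs it was 0, 0.548, 4.88, 0.361 and 2.05 CPM. The difference between lrNK cells and blood was smallest in pig 3. The log2 fold change was 8.60 with the pig as a block, and with each pig left out in turn it stayed between 8.10 and 9.94.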

The ligand for this receptor, CXCL16, is constitutively expressed in the liver and acts as a chemoattractant for CXCR6-expressing cells. Therefore, CXCR6 is regarded as a marker for tissue-resident cells. 

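*CX3CR1*, on chromosome 13 from 23944386 to 23957567 of Sscrofa11.1, was counted 667 to 3357 times per blood library and 0 to 16 times per lrNK library. Its level was 645 ± 277 CPM (SD, n = 5) in blood CD8α high NK cells, 754 ± 115 CPM in liver CD8α high NK cells and 3.05 ± 3.01 CPM in lrNK cells. Against blood, the log2 fold change in lrNK cells was -7.88 (standard error 0.51, adjusted p = 9.08e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against liver CD8α high NK cells it was -8.10 (standard error 0.51, adjusted p = 6.48e-10, edgeR, Benjamini-Hochberg). In the blocked fit these were -7.86 and -8.23 (adjusted p = 1.94e-09 and 1.19e-09, edgeR, Benjamini-Hochberg).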

Besides the high expression of the tissue-resident marker CXCR6, CD8α^dim^ lrNK cells also showed a very low expression of *CX3CR1*, a marker for circulatory leukocytes, further indicating a tissue-resident phenotype for these cells (38).

Several genes involved in F-actin binding and remodeling of the cytoskeleton, such as *S100A4*, *S100A6*, *PLXNC1* and *COTL1* (39–42), were also differentially expressed. For example, expression of *S100A4* and *S100A6* was strongly reduced in CD8α^dim^ lrNK cells. In contrast, these cells showed a high expression of *PLXNC1* and *COTL1*. 

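*S100A4* had 498 ± 61.5 CPM (SD, n = 5) in blood CD8α high NK cells and 13.7 ± 6.20 CPM in lrNK cells, a log2 fold change of -5.24 (standard error 0.27, adjusted p = 7.54e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *S100A6*, the levels were 385 ± 34.8 and 8.48 ± 5.17 CPM and the log2 fold change -5.57 (standard error 0.31, adjusted p = 7.54e-11, edgeR, Benjamini-Hochberg). Both genes were lower in lrNK cells in all 5 pigs, and blocking by pig gave log2 fold changes of -5.27 and -5.61 (adjusted p = 4.94e-10 for both, edgeR, Benjamini-Hochberg).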

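*PLXNC1*, on chromosome 5 from 88900238 to 89055837 of Sscrofa11.1, had 18.3 ± 10.4 CPM (SD, n = 5) in blood CD8α high NK cells and 526 ± 105 CPM in lrNK cells. The log2 fold change was 4.85 (standard error 0.51, adjusted p = 5.48e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PLXNC1* shares 9637 bases with *CEP83*, which also rose (log2 fold change 3.22, adjusted p = 1.73e-07, edgeR, Benjamini-Hochberg), and reads in the shared part cannot be assigned without the strand. *COTL1*, on chromosome 6 from 4099341 to 4146281, had 79.4 ± 40.6 CPM in blood and 1844 ± 549.8 CPM in lrNK cells, a log2 fold change of 4.53 (standard error 0.49, adjusted p = 7.06e-07, edgeR, Benjamini-Hochberg). The highest blood level of *COTL1* was in pig 1, 151 CPM, against 54.6 to 67.7 CPM in the other 4 pigs. Log2 fold changes with the pig as a block were 5.04 and 4.74 (adjusted p = 2.56e-08 and 6.97e-08, edgeR, Benjamini-Hochberg).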

Interestingly, *COTL1* is known to be induced by TGF-β (43), which was recently reported to cause downregulation of *ZEB2*, *S1PR5* and *KLF2* in human and murine T cells and NK cells to enforce tissue retention of these cells (44). 

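*ZEB2* had 487 ± 106 CPM (SD, n = 5) in blood CD8α high NK cells and 36.5 ± 13.7 CPM in lrNK cells, *S1PR5* 488 ± 92.7 and 19.7 ± 13.9 CPM, and *KLF2* 736 ± 341 and 84.8 ± 75.9 CPM. The log2 fold changes were -3.74 (standard error 0.25, adjusted p = 1.48e-09), -4.58 (standard error 0.36, adjusted p = 1.34e-08) and -3.12 (standard error 0.58, adjusted p = 4.93e-04), in this order, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 genes were lower in lrNK cells in all 5 pigs. The blocked fit gave -3.76, -4.71 and -3.22 (adjusted p = 8.25e-09, 1.45e-08 and 1.78e-04, edgeR, Benjamini-Hochberg).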

In line with this, we also noticed a downregulation of these three TGF-β sensitive genes, implying that also in the pig liver, TGF-β is a driving force for tissue retention of lrNK cells, mediated *via* downregulation of *S1PR5* in these cells. Moreover, *ZEB2* and *S1PR5* are markers of NK cell maturation, thus low expression of these transcripts indicates a more immature phenotype (45, 46). Also *KLRG1*, another maturation marker in NK cells (47), was only very weakly expressed by CD8α^dim^ lrNK cells. 

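*KLRG1*, on chromosome 5 from 62506001 to 62523969 of Sscrofa11.1, was counted 844 to 1826 times per blood library and 6 to 21 times per lrNK library. Its level was 386 ± 73.0 CPM (SD, n = 5) in blood CD8α high NK cells, 333 ± 65.6 CPM in liver CD8α high NK cells and 5.85 ± 3.35 CPM in lrNK cells. In lrNK cells against blood, the log2 fold change was -6.14 (standard error 0.33, adjusted p = 7.54e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -6.15 with the pig as a block (adjusted p = 4.94e-10, edgeR, Benjamini-Hochberg). From the low expression of *ZEB2* and *S1PR5*, which it describes as markers of NK cell maturation, and of *KLRG1*, the paper reasons that lrNK cells have a more immature phenotype.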

A low expression of *KLRG1* in NK cells is associated with a higher survival and proliferative potential (48, 49). Altogether, these data indicate that lrNK cells show an immature and anti-inflammatory phenotype, but possibly can still react to pathogens when triggered by specific stimuli.

### CD8α^dim^ liver NK cells highly express genes associated with the (adaptive) immune response and IFN-γ signaling, whereas lowly expressed genes are associated with cell migration and extravasation

Using gene-set enrichment analysis (GSEA) based on gene ontology (GO), we found that CD8α^dim^ lrNK cells showed a significantly higher expression of gene sets such as “activation of immune response”, “adaptive immune response”, “antigen processing and presentation”, “antigen processing and presentation of peptide antigen” and “interferon gamma mediated signaling pathway” (**Figure 3A**). 

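The paper's gene set enrichment took the differentially expressed genes with a BaseMean above 500. From the counts, 397 genes had a BaseMean above 500 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between lrNK cells and cNK cells, 162 higher and 235 lower in lrNK cells. Blocking by pig gave 440 genes, 173 higher and 267 lower. The BaseMean threshold moved this number most, to 655 genes above 300 and 156 genes above 1000. The enrichment itself was not run here.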

In general, these highly expressed gene sets are linked to the regulation of the (adaptive) immune response and IFN-γ signaling. Interestingly, we found that the two porcine MHC II transcripts (*SLA-DQ* and *SLA-DR*) showed a significantly higher expression in CD8α^dim^ lrNK cells compared to cNK cells. This might point towards an antigen-presenting function of these cells, since it has been shown that porcine NK cells can indeed upregulate SLA-DR upon vaccination and may process and present antigens *via* MHC II to T cells (22, 50). 

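*SLA-DRA*, on chromosome 7 from 24825037 to 24830650 of Sscrofa11.1, had 236 ± 51.5 CPM (SD, n = 5) in blood CD8α high NK cells and 724 ± 274 CPM in lrNK cells, a log2 fold change of 1.62 (standard error 0.25, adjusted p = 7.60e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SLA-DQA1* rose from 171 ± 43.7 to 377 ± 204 CPM, a log2 fold change of 1.14 (standard error 0.33, adjusted p = 0.0187, edgeR, Benjamini-Hochberg). The beta chain genes were also higher on average, but the differences were not significant. *SLA-DQB1* had a log2 fold change of 1.38 (standard error 0.55, adjusted p = 0.0912, edgeR, Benjamini-Hochberg) and *SLA-DRB1* one of 1.29 (standard error 0.60, adjusted p = 0.150, edgeR, Benjamini-Hochberg), each higher in 4 of 5 pigs. The highest blood level of *SLA-DRB1* was in pig 5, 19.8 CPM, against 4.70 to 7.33 CPM in the other 4 pigs. In the fit blocked by pig, the adjusted p-values were 8.92e-06 for *SLA-DRA*, 9.32e-04 for *SLA-DQA1*, 0.0123 for *SLA-DQB1* and 0.0704 for *SLA-DRB1* (edgeR, Benjamini-Hochberg). These genes vary between animals and have close paralogs, so counts against a single reference are uncertain. The B cell marker *MS4A1* was higher in the same lrNK libraries (log2 fold change 3.16, adjusted p = 0.00140, edgeR, Benjamini-Hochberg).

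**Figure D1:**
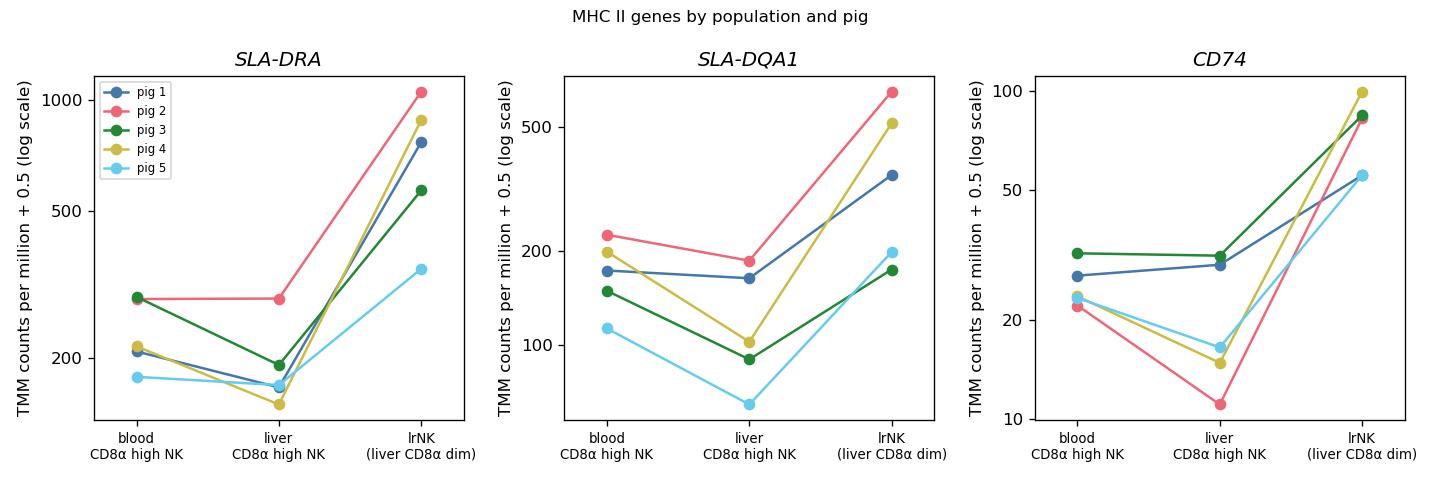
Levels of *SLA-DRA*, *SLA-DQA1* and *CD74* in the 3 NK cell populations, in TMM-normalized CPM plus 0.5 on a log axis. Each point is a library and each line joins the libraries of 1 of the 5 pigs. In all 5 pigs the lrNK level of each gene is above the blood level.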

Also transcripts encoding proteins that are involved in an efficient IFN-γ response, such as *PARP14*, *JAK1* and *STAT1* were more abundantly expressed in CD8α^dim^ lrNK cells compared to cNK cells. 

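*JAK1* had 1435 ± 319 CPM (SD, n = 5) in blood CD8α high NK cells and 3617 ± 1158 CPM in lrNK cells, a log2 fold change of 1.33 (standard error 0.23, adjusted p = 2.65e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level was higher in lrNK cells in all 5 pigs, and the block by pig gave a log2 fold change of 1.30 (adjusted p = 1.02e-05, edgeR, Benjamini-Hochberg). *JAK1* shares 259 bases with *RAVER2* (BaseMean 6915 and 2572), and the strand of the counting is not stated.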

On the other hand, CD8α^dim^ lrNK cells showed low expression of transcripts associated with leukocyte migration and extravasation in comparison to cNK cells (**Figure 3B**). 

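*ITGA4*, *ITGAL*, *ITGB2*, *ITGB7*, *CD44*, *SPN* and *MSN* were all lower in lrNK cells than in blood CD8α high NK cells. The largest changes were those of *ITGB7*, from 333 ± 46.1 to 70.7 ± 50.5 CPM (mean ± SD, n = 5, log2 fold change -2.25, adjusted p = 3.50e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *SPN*, from 1434 ± 109 to 302 ± 77.1 CPM (log2 fold change -2.25, adjusted p = 5.16e-09, edgeR, Benjamini-Hochberg). The others had log2 fold changes of -1.18 for *MSN*, -0.98 for *ITGA4*, -0.86 for *ITGB2*, -0.79 for *ITGAL* and -0.69 for *CD44*, with adjusted p-values of 9.00e-06, 7.78e-05, 0.00108, 0.00925 and 6.47e-04 in this order (edgeR, Benjamini-Hochberg). *ITGAL* was lower in 4 of 5 pigs and the other 6 genes in all 5. Adjusted p-values in the blocked fit were 4.22e-06 for *ITGB7*, 3.49e-09 for *SPN*, 3.23e-05 for *MSN*, 8.34e-05 for *ITGA4*, 0.00129 for *ITGB2*, 0.00616 for *ITGAL* and 7.73e-04 for *CD44* (edgeR, Benjamini-Hochberg).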

For example, *CX_3_CR1*, *ITGA1*, *ITGA4*, *ITGAL*, *ITGB2*, *ITGB7*, *CD44*, *SPN* and *MSN* transcripts were significantly less expressed, highlighting again the resident nature of these cells.

**Figure 3:**
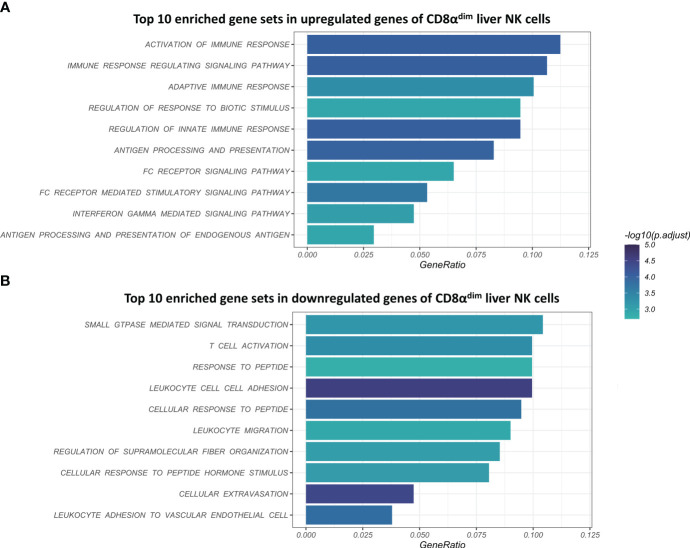
Visualization of the top 10 enriched gene sets of CD8α^dim^ liver-resident NK cells compared to CD8α^high^ conventional blood NK cells upon gene set analysis (GSEA) based on gene ontology (GO). **(A)** Top 10 enriched gene sets in upregulated genes of CD8α^dim^ liver NK cells. **(B)** Top 10 enriched gene sets in downregulated genes of CD8α^dim^ liver NK cells.

The GSEA pointed towards major changes in the trans-endothelial migration and antigen-presenting capacities of CD8α^dim^ lrNK cells compared to blood NK cells. Therefore, we used Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis to visualize the complete pathways of both processes. KEGG pathways are used to link genomic information with functional cellular processes based on the current knowledge. **Figure 4** shows KEGG pathways with transcripts upregulated in CD8α^dim^ lrNK cells compared to cNK cells in green, and downregulated transcripts in red. Regarding antigen processing and presentation, we could confirm that transcripts of several proteins involved in the MHC II pathway were more abundantly expressed in lrNK cells compared to cNK cells (**Figure 4A**), indicated that this pathway is probably functionally enhanced in lrNK cells. 

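Of 22 genes of the MHC II part of Figure 4A, 20 passed the filter on low counts. Their median log2 fold change between lrNK cells and cNK cells was 0.91, and 19 of the 20 were higher in lrNK cells. The mean log2 CPM of the 20 genes was 0.91 higher in lrNK cells (two-sided exact permutation test over 252 splits, p = 0.00794, the smallest they allow). The set was also higher by limma's fry rotation test, with p-values of 1.28e-04 without and 3.81e-04 with the pig as a block. Of the 20, 9 were higher and 0 lower with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CD74* had 25.2 ± 4.01 CPM (SD, n = 5) in blood and 74.9 ± 19.5 CPM in lrNK cells, a log2 fold change of 1.57 (standard error 0.29, adjusted p = 4.42e-04, edgeR, Benjamini-Hochberg). *SLA-DOB* had 6.02 ± 3.71 and 40.1 ± 29.1 CPM, a log2 fold change of 2.71 (standard error 0.69, adjusted p = 0.00801, edgeR, Benjamini-Hochberg). *SLA-DMA* and *SLA-DMB* overlap *BRD2*, so their counts are uncertain. In the same libraries, the B cell markers *MS4A1*, *CD79B* and *PAX5* were higher in lrNK cells with an adjusted p under 0.05.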

For leukocyte trans-endothelial migration, we observed that all the detected surface proteins involved in trans-endothelial migration, except for ITGB1, were expressed to a much lower extent in CD8α^dim^ lrNK cells compared to cNK cells (**Figure 4B**), which indicates a less migratory phenotype of these cells, thereby implying a more tissue-resident nature.

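Of 15 genes of surface proteins in Figure 4B, 10 passed the filter on low counts. Their median log2 fold change between lrNK cells and cNK cells was -0.15, with 5 lower and 2 higher at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction of the set depended on the statistic. By sign alone, 5 genes were higher and 5 lower, so the median lay between *CD99* and *ITGB1*. With each pig left out in turn, the median log2 fold change ran from -0.64 to 0.73. These ends are values of *CD99* and *ITGB1*, and neither gene changed direction in any of these fits. By limma's fry rotation test the set was lower in lrNK cells with a p-value of 0.0211, and of 0.0677 with the pig as a block. The mean log2 CPM of the 10 genes was instead 0.63 higher in lrNK cells (two-sided exact permutation test over 252 splits, p = 0.0238). *ITGAM* had 468 ± 101 CPM (SD, n = 5) in blood and 228 ± 64.7 CPM in lrNK cells, a log2 fold change of -1.03 (standard error 0.19, adjusted p = 5.80e-04, edgeR, Benjamini-Hochberg). *CD99*, whose coordinates in Sscrofa11.1 are on chromosome Y, had 211 ± 28.9 and 124 ± 48.4 CPM, a log2 fold change of -0.77 (standard error 0.21, adjusted p = 0.0122, edgeR, Benjamini-Hochberg), with 208 CPM in the lrNK library of pig 3 and 88.5 to 115 CPM in the other 4. *ITGB1* was higher in 4 of 5 pigs, with a log2 fold change of 0.46 that was not significant (standard error 0.23, adjusted p = 0.192, edgeR, Benjamini-Hochberg). *THY1* rose from 20.2 ± 9.45 to 131 ± 95.3 CPM (log2 fold change 2.68, standard error 0.67, adjusted p = 0.00694, edgeR, Benjamini-Hochberg). *VCAM1* was counted 0 times in every blood library and 0 to 249 times in the lrNK libraries, at least 46.0-fold higher (adjusted p = 0.00428, edgeR, Benjamini-Hochberg). *VCAM1* was higher in 4 of 5 pigs and *THY1* in all 5, and in liver CD8α high NK cells *VCAM1* was counted only in pig 1. *THY1*, like the B cell marker *MS4A1*, was lower on average in liver CD8α high NK cells than in blood, with log2 fold changes of -1.52 and -2.09 that were not significant (adjusted p = 0.982 and 0.668, edgeR, Benjamini-Hochberg).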

**Figure 4:**
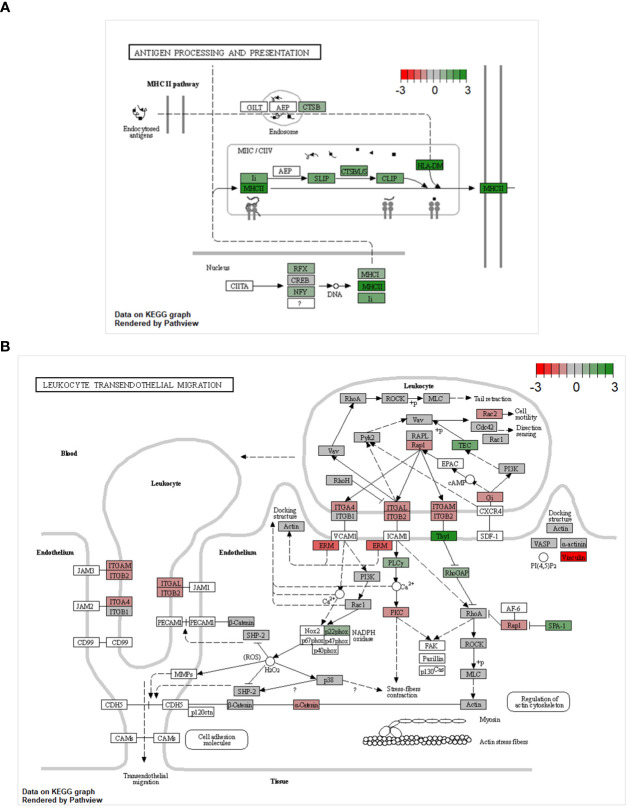
KEGG pathway analysis comparing the transcriptome of CD8α^dim^ liver-resident NK cells to the transcriptome of conventional blood NK cells. KEGG pathways showing transcripts upregulated in CD8α^dim^ liver-resident NK cells compared to conventional blood NK cells in green and downregulated transcripts in red **(A)** KEGG antigen processing and presentation pathway. Transcripts of several proteins involved in the MHC II pathway are more abundantly expressed in lrNK cells compared to cNK cells. **(B)** KEGG leukocyte transendothelial migration pathway. All the detected surface proteins involved in trans-endothelial migration, except for ITGB1, are expressed to a much lower extent in lrNK cells compared to cNK cells.

### CD8α^high^ liver NK cells represent a putative intermediate cell population expressing transcripts associated with conventional blood NK cells as well as with liver resident NK cells

Besides analyzing the CD8α^dim^ lrNK cell population, we were also interested to see whether the CD8α^high^ liver NK cell population was either a passer-by population of cNK cells, accidently present in the liver at the moment of liver collection, or rather an intermediate cell population either ‘preparing’ for liver residence or just exiting the liver parenchyma. The former explanation was deemed less likely since the liver was flushed with 5 l ice-cold PBS before collecting the cells, thereby likely removing the vast majority of circulating immune cells. 

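Between liver and blood CD8α high NK cells, 7 of 10939 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5 higher and 2 lower in liver, and 549 had an unadjusted p under 0.05. With the pig as a block there were 8, of which 6 are among the 7. The number moved most with DESeq2 and the pig as a block, to 175 genes, 82 higher and 93 lower. DESeq2 without block called 22 genes. In simulated counts without pig effects or any change between these populations, DESeq2 without block called 1 gene of 10933 and edgeR 0 of 10636. DESeq2 with the block was not simulated, so these numbers do not bear on its 175 genes. Where 200 genes were changed in lrNK cells, 17 of 152 calls of DESeq2 and 6 of 131 of edgeR were false. All 7 genes called by edgeR are among the 22 called by DESeq2, which all had the same direction and an unadjusted p under 0.05 in edgeR. Adjusted over these 22 alone, all 22 passed, which shows no stability because the list was drawn from the same libraries. Over 60 genes with a BaseMean above 500 and an absolute log2 fold change above 2 between lrNK cells and blood, liver CD8α high NK cells lay a median 6.85% of the way from the blood to the lrNK level. In pigs 1 to 5 this position was 24.6, 2.38, 10.2, 3.29 and -1.77% (SD 10.4). Of the 60 genes, 44 lay between the blood and lrNK levels and 16 on the far side of blood.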

We observed that this CD8α^high^ liver NK cell population transcriptionally strongly resembles cNK cells isolated from the peripheral blood, although 22 transcripts were found to be significantly differentially expressed between CD8α^high^ liver NK cells and cNK cells (**Figure 5**) (**Supplementary Table 2**).

**Figure 5:**
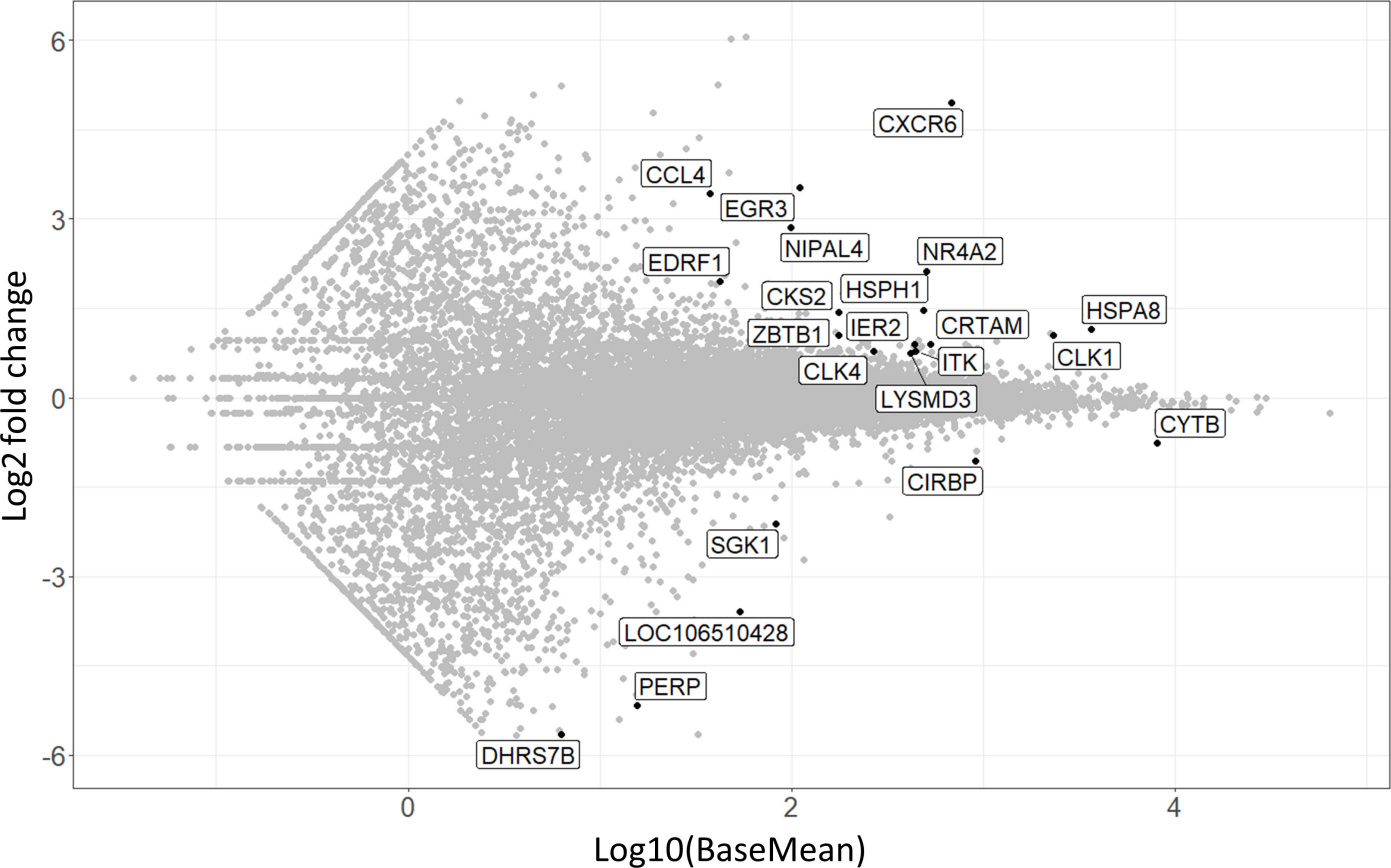
MA-plot visualizing the 22 differentially expressed transcripts in CD8α^high^ liver NK cells compared to conventional peripheral blood NK cells. The x-axis shows expression levels, log_2_ fold change is shown on the y-axis.

Interestingly, *CXCR6* was among these 22 transcripts, and showed the highest fold change of all transcripts. This indicates that CD8α^high^ liver NK cells isolated from the liver actively upregulate *CXCR6* transcription. 

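The *CXCR6* level in liver CD8α high NK cells was 153, 23.2, 46.6, 17.1 and 5.25 CPM in pigs 1 to 5 (mean 49.0 ± 60.0, SD, n = 5), above blood CD8α high NK cells in each pig. The log2 fold change against blood was 4.88 (standard error 0.90, adjusted p = 0.0360, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the pig as a block, it was 4.48 and no longer significant (adjusted p = 0.112, edgeR, Benjamini-Hochberg). DESeq2 called it without block (adjusted p = 5.91e-04, Benjamini-Hochberg) and with the pig as a block, and over all 13 alternatives it was significant in 7, with adjusted p-values from 2.66e-06 to 0.413 (edgeR or DESeq2). Without pig 1 it was 3.47 (adjusted p = 0.337, edgeR, Benjamini-Hochberg), and it was not significant in 4 of the 5 fits that each left out 1 pig. The mean level came to 8.04% of the way from the blood to the lrNK level, within the middle 90% (-9.51 to 17.0%) of the shares of 74 other genes higher in lrNK cells. *EOMES* did not differ between liver and blood CD8α high NK cells (log2 fold change 0.85, standard error 0.50, adjusted p = 1.00, edgeR, Benjamini-Hochberg).

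**Figure D2:**
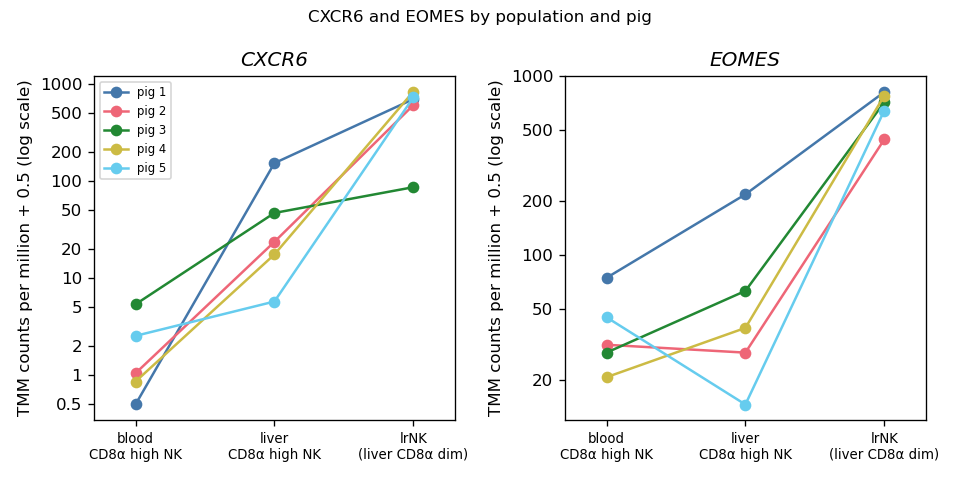
Levels of *CXCR6* and *EOMES* in the 3 NK cell populations, in TMM-normalized CPM plus 0.5 on a log axis. Each point is a library and each line joins the libraries of 1 of the 5 pigs. *CXCR6* rises from blood to liver CD8α high NK cells in all 5 pigs and *EOMES* in 3 of 5.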

Intriguingly, these high levels of *CXCR6* transcripts do not immediately lead to increased CXCR6 expression at the protein level on the surface of these cells, as we could not detect an increased CXCR6 protein expression on CD8α^high^ liver NK cells by flow cytometry (21). Other transcripts that were more abundantly expressed in CD8α^high^ liver NK cells compared to cNK cells included *EGR3*, *NR4A2* and *HSPA8*, which have all been described to be negative immune regulators (51–56). 

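*EGR3* had 3.26 ± 3.16 CPM (SD, n = 5) in blood and 36.9 ± 19.3 CPM in liver CD8α high NK cells, a log2 fold change of 3.54 (standard error 0.58, adjusted p = 0.0103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *NR4A2* rose from 51.3 ± 31.6 to 224 ± 50.2 CPM, a log2 fold change of 2.13 (standard error 0.34, adjusted p = 0.0103, edgeR, Benjamini-Hochberg). The *HSPA8* level was 636 ± 73.3 in blood and 1413 ± 495 CPM in liver CD8α high NK cells, a log2 fold change of 1.15 (standard error 0.19, adjusted p = 0.0103, edgeR, Benjamini-Hochberg). All 3 genes were higher in liver in all 5 pigs. Blocking by pig gave adjusted p-values of 0.00671, 0.00156 and 0.00584 (edgeR, Benjamini-Hochberg). Of the 5 fits that each left out 1 pig, *EGR3* and *NR4A2* were each not significant in 3 and *HSPA8* in all 5. The same 3 genes were also higher in lrNK cells than in blood, with log2 fold changes of 4.33, 1.97 and 1.12 (adjusted p = 1.63e-05, 2.50e-04 and 2.07e-04, edgeR, Benjamini-Hochberg). A list of 26 other immediate early and heat shock genes was higher in liver CD8α high NK cells by a mean of 0.37 on the log2 scale (two-sided exact permutation test over 252 splits, p = 0.0159). By limma's fry test, the p-value of this list was 0.00164 without and 8.59e-05 with the pig as a block, with 0 of the 26 genes significant alone and 8 at an unadjusted p under 0.05. The others of the 7 transcripts were *CKS2* and *CXCR6*, which were higher, and *CIRBP* and *LOC106510428*, which were lower. *LOC106510428* overlaps *BTG1*, whose BaseMean was 5866 against 53.9.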

NR4A2, for example, is known as a transcription factor involved in NK cell development and NK cells that express high levels of this transcription factor had a poor cytotoxic activity against tumor cells (53).

### Indications for (partial) *in vitro* plasticity from cNK cells towards CD8α^dim^ lrNK cells

We previously reported limited plasticity between blood cNK cells and CD8α^dim^ lrNK cells, since stimulation of cNK cells with IL-2/12/18 resulted in upregulation of CXCR6 cell surface expression (21). We aimed to further elaborate on these plasticity assays based on the information obtained from this RNA-seq data set. As indicated above, the transcriptomic profile of the CD8α^dim^ lrNK cell population pointed towards a strong influence of TGF-β on these cells. Furthermore, TGF-β and IL-10 were abundantly expressed in healthy human liver (57), although only TGF-β was found to downregulate T-bet expression in human cNK cells (58). TGF-β was thus identified as a critically important regulator of the phenotype of lrNK cells in man (58). Unfortunately, to our knowledge, no studies specifically examining the expression of IL-10 or TGF-β in the pig liver have been performed thus far. The porcine liver cell atlas (59) did show IL-10 transcripts to be expressed by Kupffer cells, the liver-resident macrophages. Since this atlas focuses only on immune cells present in the pig liver, it does not allow to evaluate cytokine expression levels by parenchymal cells.

Therefore, we decided to investigate the effect of TGF-β and IL-10 on porcine cNK cells. In human, plasticity experiments over multiple days are performed in a basal medium containing rhIL-15 to assure NK cell viability (60). In pig, however, rpIL-15 is not sufficient to retain satisfying viability in NK cells and TGF-β treatment was therefore combined with either IL-2 or IL-10, cytokines that are able to maintain porcine cNK cell viability (61, 62). In line with a report in human (58), IL-10 nor TGF-β were able to increase Eomes expression in porcine cNK cells, but TGF-β was able to downregulate T-bet expression in these cells. In contrast to human (58), porcine NK cells also significantly downregulated T-bet expression when treated with IL-10. Furthermore, a trend towards downregulated expression of the integrin CD49e was also observed upon IL-10 treatment of cNK cells, although this difference did not reach statistical significance (**Figure 6**). These results further support the idea that (partial) plasticity from cNK cells towards lrNK cells may exist in pig, and that TGF-β and IL-10 likely contribute to such process, although on their own they are not sufficient to induce complete transition from cNK cells to lrNK cells.

**Figure 6:**
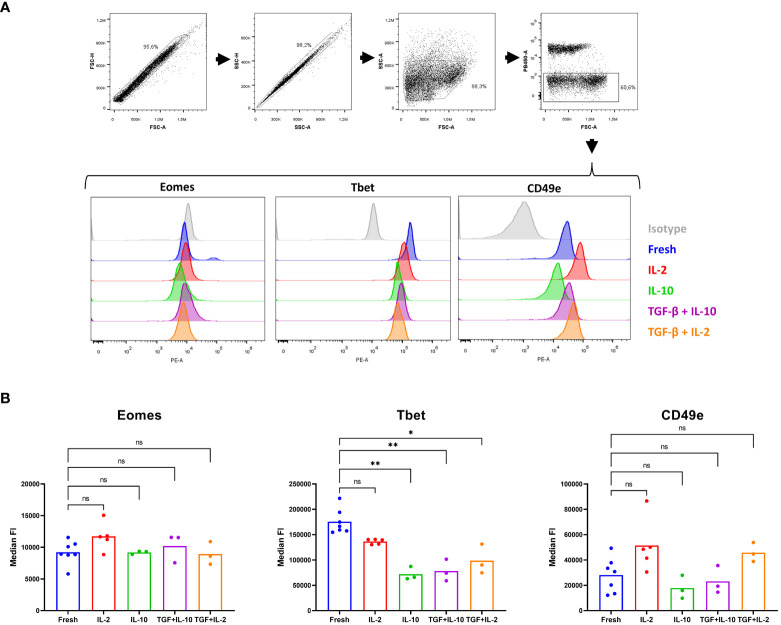
A partial in vitro plasticity is observed upon culturing of conventional blood NK cells with IL-10 and TGF-β. cNK cells were isolated from blood (n = 3 to7) and cultured in the presence of IL-2, IL-10 or combined with TGF-β for 60 h. Subsequently, in freshly isolated cNK cells or cultured cNK cells, expression of three lrNK cell markers were evaluated by flow cytometry. **(A)** Gating strategy upon staining of fresh or cultured isolated cNK cells. Doublets were excluded based on their forward scatter and side scatter pattern. The light scatter properties of the sorted NK cells were verified. Dead cells were excluded based on a live/dead marker. Histograms show the expression of Eomes, Tbet, CD49e and isotype control for the different conditions. **(B)** Median fluorescence intensity (FI) of live cells, determined in the PE channel (Eomes, Tbet and CD49e, respectively), is shown. *p < 0.05; **p < 0.01; ns, not significant.

Unfortunately, we could not perform plasticity experiments with CD8α^dim^ lrNK cells to assess their transition towards a cNK cell phenotype, since their viability is severely compromised upon cultivation. Neither IL-2, IL-10, IL-15 nor TGF-β or combinations of these cytokines were able to maintain satisfactory viability of lrNK cells (data not shown).

## Discussion

Liver-resident NK cells, as well as other tissue-resident NK cell populations were found to display features that are usually not linked to the innate immune system, such as memory-like responses and longevity (6, 15, 63). Whereas substantial differences exist between lrNK cell populations in mice and human, we have recently identified a porcine CD8α^dim^ lrNK cell population that strongly resembles human lrNK cells (21). In this report, we further characterize this porcine lrNK cell population and compare its transcriptome to that of cNK cells from peripheral blood. Furthermore, we compared both NK cell populations with a second CD8α^high^ NK cell population in the pig liver.

We revealed that, in line with data obtained in man, porcine CD8α^dim^ lrNK cells generally display an immature and anti-inflammatory transcriptome. The liver is generally considered as a tolerogenic environment and thus NK cells residing in this milieu seem to adapt to its anti-inflammatory status. In human, TGF-β is thought to play a crucial role in this process (58), and in pig we found that several of the differentially expressed genes between cNK cells and lrNK cells were controlled by TGF-β as well. Moreover, TGF-β was able to downregulate T-bet expression of porcine cNK cells *in vitro*, indicating a possible plasticity of NK cells between the two compartments.

When studying tissue-resident NK cells, it is important to be aware that another poorly cytotoxic innate immune cell population, highly resembling NK cells, and residing in tissues such as the liver has been described, namely type 1 innate lymphoid cells (ILC1). Due to overlapping phenotypes in the liver, a clear distinction between lrNK cells and ILC1 is controversial, especially in human (64, 65). In contrast, in mice, a liver-specific ILC1 population was identified and is characterized by the expression of CD49b and CD200R1 (66). TGF-β was shown to be involved in the conversion of NK cells towards a less cytotoxic ILC1 population (67, 68). In pig, CD8α^dim^ lrNK cells do not express CD49b or CD200R1, but share the poorly cytotoxic phenotype of murine ILC1. However, like in human, there is no clear evidence for a separate ILC1 population in the pig liver. This is in line with a recently reported liver cell atlas based on single-cell RNA sequencing of livers from different species, where no separate cluster of ILC1 was found in human or pig, whereas in mice a separate ILC1 cluster was identified (59).

In contrast to human (58), in pig, IL-10 also seems to be able to influence T-bet levels in cNK cells, although the biological significance of this cytokine in shaping lrNK cells is currently unclear. Moreover, a cytokine mix containing TGF-β and IL-10 was not sufficient to maintain the viability of porcine lrNK cells *in vitro*. Additional and currently unknown factor(s) are thus needed for survival and potentially also plasticity of porcine lrNK cells. Whether such factors include chemokines, like for example the CXCR6 ligand CXCL16, and/or survival signal(s) that may depend on cell-cell interactions of lrNK cells with other hepatic cell types is currently unclear and needs further investigation.

Although their origin and development remain elusive, the current transcriptome study allows us to begin to understand the biological functions of lrNK cells in pig. We observed an upregulation of genes associated with antigen presentation, including MHC class II. This indicates that CD8α^dim^ lrNK cells possess immunomodulatory capacities and that it may be warranted to assess whether they may serve as antigen-presenting cells or tissue-resident memory NK cells, as was described previously in mice (6, 63) and human (15). Possibly in line with a potential role in antigen presentation, we previously reported that porcine peripheral blood NK cells can express MHC class II and costimulatory molecules, internalize antigens derived from killed target cells, and may stimulate T cell proliferation (22, 50). Together, these data point towards a very broad and versatile functional repertoire of porcine NK cells. Whether porcine CD8α^dim^ lrNK cells do indeed function in adaptive immune responses – either as antigen-presenting cells, tissue-resident memory NK cells or other – *in vivo* is still unknown and will likely require vaccination and/or infection trials.

Finally, the CD8α^high^ liver NK cell population we characterized in this report, appears to represent an intermediate NK cell population that transcriptionally closely resembles blood cNK cells, but also shows expression of particular transcripts that are associated with the CD8α^dim^ lrNK cell population. This is, to the best of our knowledge, the first description of such a putative intermediate population of liver NK cells in any species and might contribute to further elucidate the origin and development of the lrNK cell population. These CD8α^high^ NK cells upregulate transcription of some tissue-resident markers, such as CXCR6, and adopt a more anti-inflammatory transcriptome, seemingly preparing for liver residency. We speculate that under steady-state conditions, these cells may exit the liver again and lose this preparatory phenotype, while, upon encountering specific stimuli, they might adopt a truly tissue-resident phenotype and become tissue-resident cells.

Taken together, we showed that lrNK cells in the pig express high levels of genes related to antigen presentation and generally display an anti-inflammatory and immature phenotype. This confirms that lrNK cells are valuable novel targets for future vaccination strategies or novel therapies against liver-associated diseases. Furthermore, we suggest that, as in human, TGF-β is important for plasticity between blood and liver NK cell subsets, although IL-10 might provide additional support in pig. We also characterized the CD8α^high^ liver NK cell population as a putative intermediate subset that might be exploited to provide additional information regarding plasticity in the future. Porcine lrNK cells display poor survival *in vitro*, even when supplementing with different cytokines, indicating that one or more cardinal factor(s) in porcine lrNK viability and cell biology remain elusive and need to be determined in the future. Although the CXCL16-CXCR6 signaling axis has been described in many studies as a potentially important survival factor for CXCR6-expressing cells (15, 69), we could not enhance the viability of porcine lrNK cells by adding porcine recombinant CXCL16 to the culture medium (data not shown). 

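*CCR6* was counted 0 to 11 times per blood CD8α high NK library and 16 to 47 times per lrNK library, 1.25 ± 1.28 and 14.2 ± 7.49 CPM (SD, n = 5). The log2 fold change was 3.42 (standard error 0.92, adjusted p = 0.0144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CCR9* was counted 6 to 26 and 29 to 71 times, 3.17 ± 2.22 and 18.4 ± 11.1 CPM, a log2 fold change of 2.51 (standard error 0.76, adjusted p = 0.0240, edgeR, Benjamini-Hochberg). Both were higher in lrNK cells in all 5 pigs, also with the pig as a block (adjusted p = 0.00728 and 0.0176, edgeR, Benjamini-Hochberg). Of the 5 fits that each left out 1 pig, *CCR6* was not significant in 1 and *CCR9* in 3 (adjusted p up to 0.0618 and 0.154, edgeR, Benjamini-Hochberg). Like the B cell markers *MS4A1*, *CD79B* and *PAX5*, *CCR9* was on average over 2-fold lower in liver CD8α high NK cells than in blood, none of them significantly. *CCR6*, with 0 counts in all 5 liver CD8α high NK libraries, was at least 1.61-fold lower there (adjusted p = 0.466, edgeR, Benjamini-Hochberg).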

Potentially additional chemokines might be involved, since our current transcriptome study shows that lrNK cells display increased expression of e.g. transcripts encoding CCR6 and CCR9. In addition, cell-cell interactions might be crucial for lrNK cells in order to survive. Therefore, we believe that establishing live organoids in which CXCL16 and potential other relevant factors can be expressed by sinusoidal cells as is the case *in vivo*, might be a promising future step to further unravel the functional and biological role of lrNK cells. Such studies will allow to further address the value of the pig as an animal model to translate features of lrNK cells into innovative clinical applications, both in animal and man.

## Data availability statement

The datasets generated and analyzed for this study can be found in NCBI’s Gene Expression Omnibus (GEO) repository and are accessible through GEO Series accession number GSE229497 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229497).

## Ethics statement

The animal study was reviewed and approved by Ethical Committee of the Faculty of Veterinary Medicine, Ghent University (EC2017/121).

## Author contributions

LH, SDP, SD, and EH-S performed the experiments. LH, EM, EC, HF, and BD designed the research and wrote the manuscript. LH and RJ made the figures. LH, RJ, DD, and FV analyzed the results. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Comparative transcriptomics of porcine liver-resident CD8αdim, liver CD8αhigh and circulating blood CD8αhigh NK cells reveals an intermediate phenotype of liver CD8αhigh NK cells
**Source:** Front Immunol. 2023 Aug 18;14:1219078. doi: 10.3389/fimmu.2023.1219078
**Supplement:** Supplementary file 1

Supplementary Material

Comparative Transcriptomics of Porcine Liver-Resident CD8α^dim^, Liver CD8α^high^ and Circulating Blood CD8α^high^ NK cells Reveals an Intermediate Phenotype of Liver CD8α^high^ NK cells

# Supplementary figures

##
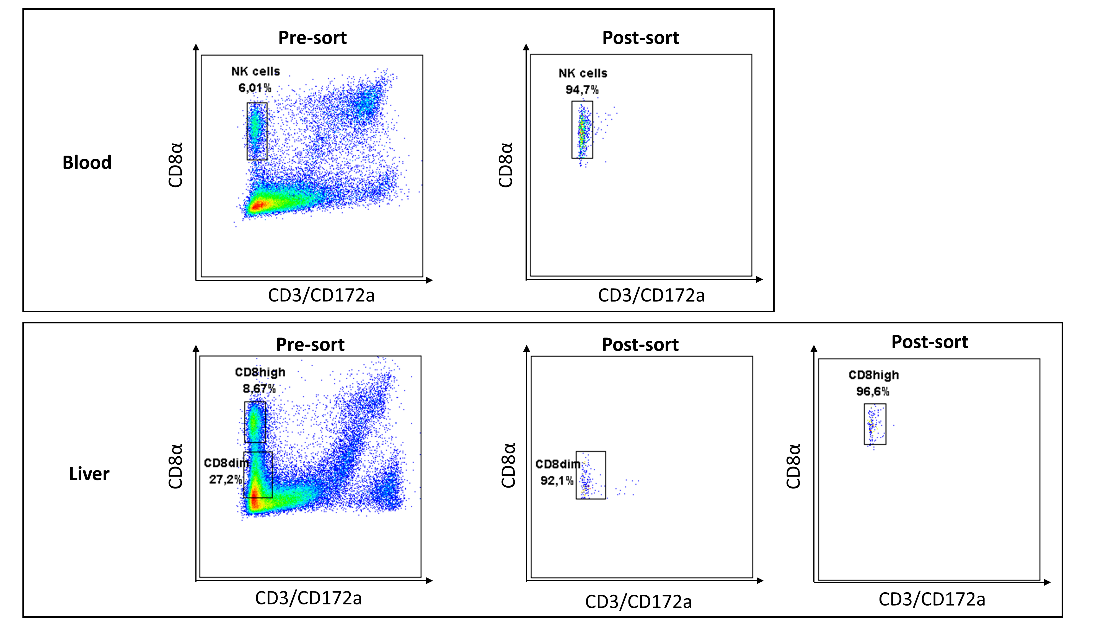
Supplementary figure 1

**Supp. Figure 1: Pre- and post-sort analysis of porcine blood and liver NK cells.**

## Supplementary Figure 2

**Supp. Figure
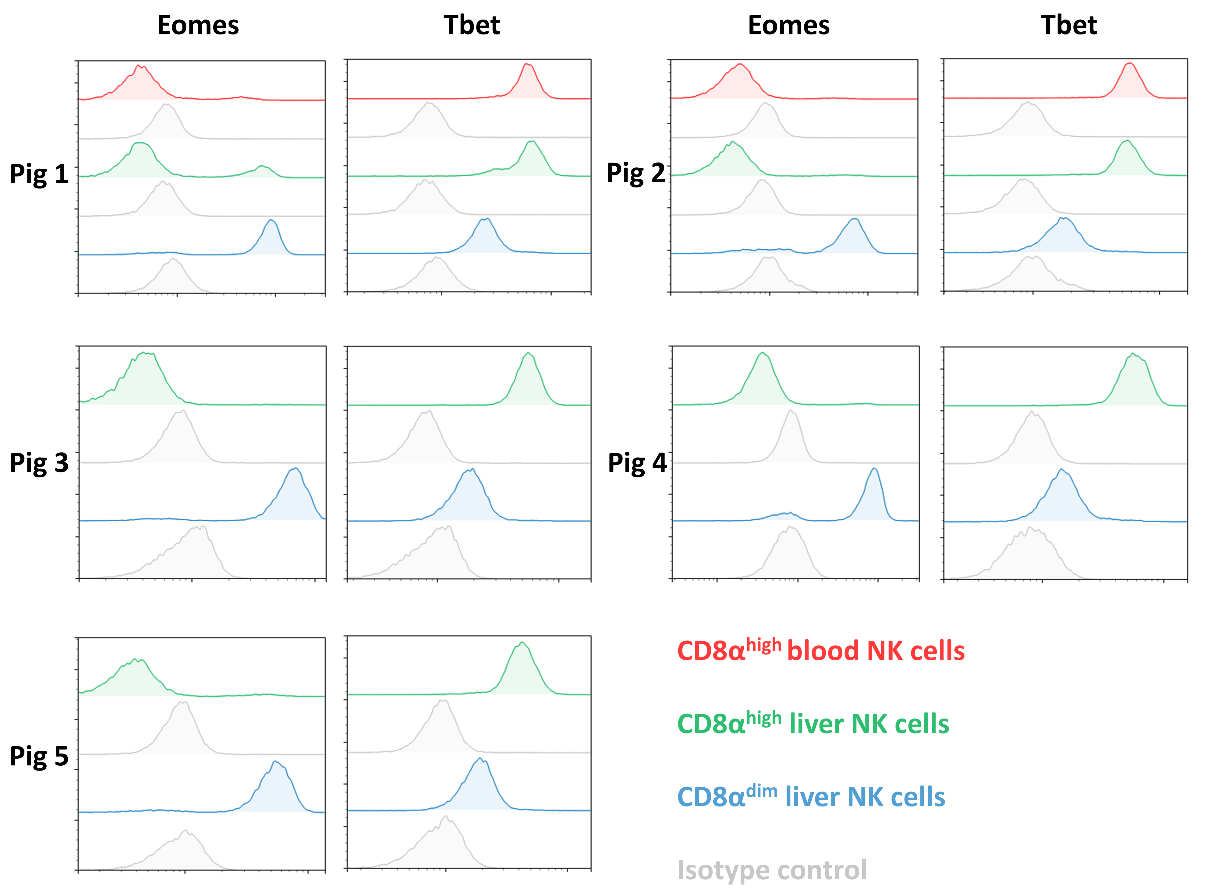
2: Flow cytometric histograms showing the expression of Eomes and Tbet on the sorted CD8α^high^ blood NK cells (red), CD8α^high^ liver NK cells (green) and CD8α^dim^ liver NK cells (blue).** Isotype controls (grey) are shown for each marker. Graphs show the median fluorescence intensity values for both markers. These stainings were performed to verify the purity of the sorted NK cell populations before RNA sequencing was carried out.

##
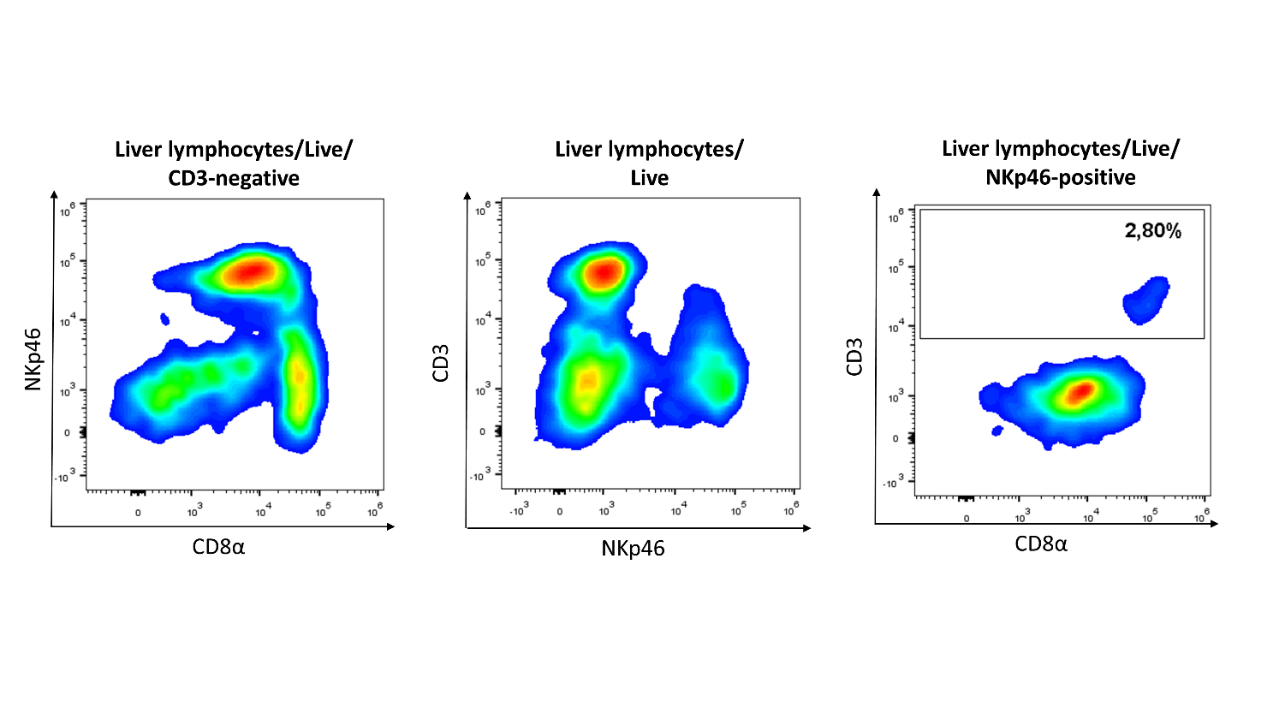
Supplementary figure 3

**Supp. Figure 3: Expression of NKp46, CD3 and CD8 by liver lymphocytes.** All porcine CD8α^dim^ lrNK cells express NKp46, whereas CD3^-^CD8α^high^ liver lymphocytes are NKp46-negative. In the total population of porcine liver lymphocytes, NKp46 is mainly expressed by CD3-negative cells, corresponding to liver-resident NK cells. However, a small fraction of CD3^+^ cells also displays NKp46 expression in the pig liver (+- 3% of all NKp46-expressing cells in the liver), these cells were characterized as CD3^+^CD8α^high^ cytotoxic T cells. This small percentage of non-lrNK cells expressing NKp46 might correspond to a rare NKp46-expressing T cell subset and/or a non-conventional lymphocyte subset that was previously described to be enriched in the porcine liver and that displays both T cell and NK cell features, but functionally resembles NK cells.

# Supplementary tables

## Supplementary table 1

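From the deposited counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1993 genes between lrNK cells and blood CD8α high NK cells at an adjusted p under 0.05, 943 higher and 1050 lower in lrNK cells. With the pig as a block it called 2120, of which 1893 are among the 1993. The number was highest, 2654, with DESeq2 and the pig as a block.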

Differential expression analysis of porcine conventional blood NK cells versus porcine CD8α^dim^ liver-resident NK cells.

## Supplementary table 2

Differential expression analysis of porcine conventional blood NK cells versus porcine CD8α^high^ conventional liver NK cells.

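For each gene, the table gives the mean normalized count over all libraries, the log2 fold change, its standard error, the test statistic, the p-value and the adjusted p-value from DESeq2. DESeq2 run on the deposited counts, with all 3 populations in the fit and no block, gave the table's log2 fold change within 0.001 for all 1998 genes compared.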

## Supplementary table 3

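Between lrNK cells and liver CD8α high NK cells, 1601 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 761 higher and 840 lower in lrNK cells. With the pig as a block there were 1716, of which 1513 are among the 1601. *LY6D*, with 325 ± 216 CPM (SD, n = 5) in liver CD8α high NK cells and 2.72 ± 3.00 CPM in lrNK cells, was among the 3 largest falls (log2 fold change -7.02, standard error 0.66, adjusted p = 1.61e-07, edgeR, Benjamini-Hochberg).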

Differential expression analysis of porcine CD8α^high^ conventional liver NK cells versus porcine CD8α^dim^ liver-resident NK cells.

How the deposited data were processed for this re-analysis (not part of the article)

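RNA of 3 NK cell populations (blood CD8α high, liver CD8α high and liver CD8α dim) from 5 pigs, 6 months old, was sequenced from the 3′ end of transcripts, which gave 15 libraries. The authors trimmed the reads, aligned them to Sscrofa11.1 and deposited a count of reads for each of 29886 genes and each library, as whole numbers without normalization. The counting tool, its strand setting and its rule for reads with several alignments are not stated in the paper's text. All 15 columns were matched to a population and a pig, and 0 columns matched no sample. Library totals ran from 2003499 to 5680221 counts (median 3686363), so a gene with few counts per library is measured with low precision. A level from 0 to 3 counts in every library of a population was taken as not detected, and folds against it are given as lower bounds.

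Counts were tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the default filter on low counts by population (10939 genes), the quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested, with all 15 libraries in a single fit. The standard error of a log2 fold change is its size divided by the square root of the F statistic. BaseMean is the mean count after scaling by the size factors of DESeq2 1.42.0. Gene sets were tested with fry and camera of limma 3.58.1 on lists written before the data were examined, and 4 set results were computed. An exact permutation test of the mean log2 CPM of each set, with a prior count of 2, was added after the data were seen. Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation. Mean component scores were compared with two-sided exact permutation tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Gene coordinates come from a table of the same assembly, which gives no strand and matched 29862 of the genes.

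The pairing of libraries by pig comes from the sample labels and the paper, which states that liver and blood cells came from the same animals. The edgeR and DESeq2 fits and the fry tests were therefore repeated with the pig as a block, while the exact permutation tests of component scores and set means and the camera tests were run without it. The main test, the comparisons, the genes to name and all alternatives, except where stated otherwise, were chosen before the data were examined. The genes named are all those that the paper's results, discussion or Figures 1C, 2, 4 and 5 name, and for each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, a BaseMean above 500 and the same direction in all 5 pigs. Marker genes are named in checks of the sorted cells. Results of some of these genes are not reported here. Alternatives were DESeq2, DESeq2's size factors in edgeR, other filters on low counts, robust dispersion, the block, a fit of only the 2 populations compared, other thresholds, and leaving out each pig in turn. On counts simulated without pig effects and with 200 changed genes, edgeR recovered 125 with 6 false calls, 119 with 9 false calls when blocked, and DESeq2 135 with 17 false calls. Without any changed gene they called 0, 0 and 1 genes. Enrichment of gene ontology terms and pathways was left out, because no table of their genes was used here. Flow cytometry, immunofluorescence and cell culture results were not analysed here.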

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

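The tests of the share of counts in the largest genes, of *CD200R1* without each pig and of the place of the liver CD8α high library of pig 1 were chosen after the results were seen. Among 176 groups of 5 libraries examined for a library far from the other 4, 22 had one, where chance gives about 8.8.

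In liver CD8α high NK cells, the library of pig 1 was far from the others for several genes. Its levels were 4.14 CPM for *CCR9*, 153 for *CXCR6*, 218 for *EOMES*, 118 for *IRF8*, 346 for *LYST*, 167 for *NCR1*, 116 for *PLXNC1*, 25.9 for *THY1* and 18.3 for *VCAM1*, all above the other pigs, and 346 CPM for *KLF2*, below them. These genes differ in the same direction in lrNK cells, and this library was also the nearest to lrNK cells on the first principal component. A share of lrNK cells in the sorted sample is a candidate explanation. The purity after sorting that the paper gives for liver CD8α high NK cells leaves a smaller share for other cells than the positions below. It is not given by pig. Genes that rise in lrNK cells placed the library 21.9% of the way from blood to lrNK cells and genes that fall placed it 25.1% of the way, a gap of 3.13 percentage points. As the gap was at most 3.97 in every pig, the test cannot separate an admixture from cells in a state partway to lrNK cells.

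Other libraries of CD8α high NK cells were far from the rest of their group for single genes. In blood these were pig 1 for *CCR9* (7.05 CPM), *COTL1* (151 CPM) and *ITGA1* (177 CPM, below the others), and pig 5 for *CD200R1* (5.46 CPM) and *SLA-DRB1* (19.8 CPM). In liver they were pig 2 for *CD99* (127 CPM, below the others) and pig 3 for *ITGB7* (334 CPM). For *CD200R1*, the mean level in lrNK cells was at least 12.3 times that in blood whichever pig was left out, so the difference between these populations does not rest on a single pig. For the other genes no technical or biological explanation was tested.

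Among the lrNK libraries, pig 3 was apart on the second principal component (17.2), had the highest *CD99* level (208 CPM) and the lowest *TBX21* level (80.9 CPM). Pig 4 had the highest score on the first component (28.6) and the highest *FCGR3A* level (620.4 CPM). After thinning all libraries to equal depth, the gap of pig 3 on the second component was still 0.739 of the range of the lrNK libraries, above the critical value of 0.71. No list of markers of other cell types was 2-fold above the other 4 lrNK libraries, the largest median fold being 1.06, but some were below them, with median folds of 0.328 for T cell, 0.129 for hepatocyte (1 marker) and 0.0447 for myeloid markers (1 marker). The 10 genes with the most counts took 8.94% of its counts, within the 7.59 to 9.29% of the other 14 libraries. Depth and a few large genes do not explain the position of pig 3, a lower content of other cells than in the other lrNK libraries was not excluded, and no biological explanation was tested, since the labels give no condition that differs between pigs.

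Several markers of other cell types, which the paper does not analyse, were higher in lrNK cells than in blood. The log2 fold changes were 3.16 for *MS4A1*, 2.73 for *CD79B* and 2.77 for *PAX5*, which mark B cells, and 6.50 for *XCR1* (at least 9.50-fold higher) and 2.00 for *IRF8*, which mark dendritic cells (adjusted p = 0.00140, 0.0168, 0.0107, 2.31e-04 and 2.48e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were higher in all 5 pigs, except *CD79B* and *PAX5* in 4 of 5. With the pig as a block, adjusted p-values were 4.02e-04, 0.00937, 0.00443, 4.91e-04 and 3.58e-07 in the same order (edgeR). Other markers were not significantly higher, with log2 fold changes of -0.030 for *BLK* (B cells) and 1.88 for *LYZ* (myeloid cells) (adjusted p = 0.969 and 0.305, edgeR). *BLK* overlaps *TRNAD-GUC*, which had more counts (BaseMean 185 against 79.6), so its counts are uncertain. The 3 T cell markers had log2 fold changes of 1.15 for *CD3D*, -2.21 for *CD3E* and -1.58 for *CD3G* (adjusted p = 0.188, 0.301 and 0.00216, edgeR). *CD3G* was lower in all 5 pigs. Its level in blood was 865 CPM, against 3.78 for *CD3D* and 10.2 for *CD3E*, so these markers do not settle the T cell content. The median log2 fold change of the 8 markers of B cells, myeloid cells and dendritic cells that could be tested was 2.75, which is consistent with some antigen-presenting cells among the sorted lrNK cells. Only 1 myeloid and 2 dendritic cell markers could be tested, and expression of these genes by lrNK cells themselves was not tested and remains possible.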

How the results depend on the processing

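The alternatives limma-voom, edgeR's earlier form of the test and the exact permutation test of the set mean were chosen after the results were seen.

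The numbers of genes that differ between lrNK cells and blood (1551 to 2654) and between lrNK cells and liver CD8α high NK cells (1288 to 2160) stayed within 1.5 times 1993 and 1601 under 8 alternatives. Leaving out each pig in turn gave 1472 to 1951 and 1051 to 1453 genes. Liver and blood CD8α high NK cells differed in 22 genes with DESeq2, 18 without a filter on low counts, 175 with DESeq2 and the replicate block, 16 with only the 2 populations compared, 4 with robust dispersion, 12 with limma-voom and the replicate block, 8 with the replicate block, and 0 to 8 with each pig left out. At the 0, without pig 2, 360 genes had an unadjusted p under 0.05. Of the transcripts of Figure 5, 22 passed with DESeq2, 13 without the filter, 22 with DESeq2 and the replicate block, 12 with only the 2 populations compared, 4 with robust dispersion and 0 to 8 with each pig left out, where at the 0 the number with an unadjusted p under 0.05 was 21. The cause was not tested.

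Thresholds moved the number of abundant strongly changed genes to 67 (BaseMean above 300), 19 (above 1000) and 60 (a log2 threshold of 2 in both directions), and of abundant genes that differ to 655 and 156. The first principal component held 69.0% with log2 CPM and 43.3% with all tested genes. The set of Figure 4A and the stress list in liver CD8α high NK cells kept their direction and stayed significant under all alternatives. The set of Figure 4B had a median log2 fold change of -0.17 in the fit with the replicate block and of -0.15 with camera (p-values 0.0677 and 0.305), and of -0.64 to 0.73 with each pig left out. The ends of this range are values of *CD99* and *ITGB1*, between which the median lay, and neither gene changed direction. The mean of the set was reversed, 0.63, in the exact permutation test. The stress list in lrNK cells had a median log2 fold change of 0.44 in the fit with the replicate block (p-value 0.00265), of 0.45 with camera (p-value 0.119), of 0.34 to 0.49 with each pig left out, and a mean difference of 0.034 in the exact permutation test (p = 0.762). The cause was not tested.

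For 84 combinations of gene and comparison, 650 of 666 results under other settings kept their direction and side of the threshold, with 6 weaker, 8 stronger and 2 reversed, and 371 of 415 did with each pig left out, with 41 weaker, 1 stronger and 2 reversed. The reversed gene is *ITGA2* between lrNK cells and blood, with log2 fold changes of 0.07, of -0.13 with the replicate block, of -0.11 with DESeq2 and the replicate block, and of -0.41 to 0.27 with each pig left out, none significant. *CXCR6* between liver and blood CD8α high NK cells was not significant in 6 of 13 settings (adjusted p from 2.66e-06 to 0.413, edgeR or DESeq2).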

Differences from the paper's values

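No test in this part was chosen after the results were seen, apart from those named as such. Between liver and blood CD8α high NK cells, the paper reports 22 transcripts and edgeR called 7. Of the alternatives set before the data were examined, DESeq2 (22), no filter on low counts (18) and only the 2 populations compared (16) came within 1.5 times the paper's number. DESeq2's size factors in edgeR (7), at least 10 counts in 5 libraries (7), the replicate block (8), DESeq2 with the replicate block (175), robust dispersion (4) and each pig left out (0 to 8, with 360 genes at an unadjusted p under 0.05 at the 0) did not. All 22 transcripts passed with DESeq2 and with DESeq2 and the replicate block.

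The paper's Figure 2 also holds *ZBTB38*, whose log2 fold change was 1.99 (adjusted p = 1.20e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the criteria with DESeq2, with DESeq2's size factors in edgeR, with DESeq2 and the replicate block, and without pig 2. The paper states that *CD27* is higher in lrNK cells, where the log2 fold change of 2.05 had an adjusted p of 0.292 (edgeR) and 0.0776 to 0.442 under the alternatives. It also states that SLA-DQ and SLA-DR transcripts are higher, which held for *SLA-DQA1* and *SLA-DRA* in the main test. *SLA-DQA1* was not significant in 3 of the 5 fits that each left out 1 pig (adjusted p from 6.62e-06 to 0.0816 under the alternatives, edgeR or DESeq2). For *SLA-DQB1* the log2 fold change was 1.38 (adjusted p = 0.0912, 0.00223 to 0.292 under the alternatives, edgeR or DESeq2), and it passed without a filter on low counts, with the replicate block and with DESeq2 and the replicate block. For *SLA-DRB1* it was 1.29 (adjusted p = 0.150, 0.0425 to 0.483 under the alternatives, edgeR or DESeq2), and it passed with DESeq2 and the replicate block.

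The paper states that the detected surface proteins of Figure 4B other than *ITGB1* are much lower in lrNK cells. *THY1* was higher, with a log2 fold change of 2.68 (adjusted p = 0.00694, edgeR with Benjamini-Hochberg, 3.53e-05 to 0.0686 under the alternatives), and so was *VCAM1*, at least 46.0-fold (adjusted p = 0.00428, edgeR, 1.67e-06 to 0.0851 under the alternatives). *ITGB1*, which the paper gives as not lower, had a log2 fold change of 0.46 (adjusted p = 0.192, 0.0317 to 0.511 under the alternatives, edgeR or DESeq2). The paper states that lrNK cells do not express *ITGA2* (CD49b) or *CD200R1*. *CD200R1* was higher in lrNK cells than in blood in all 5 pigs, with a log2 fold change of 4.43 (adjusted p = 7.18e-04, edgeR, 6.30e-09 to 0.0129 under the alternatives), and *ITGA2* was detected in both, with a log2 fold change of 0.07 (adjusted p = 0.957, edgeR). These are transcripts, and protein was not analysed here. *ITGA2* shares 12529 bases with *MOCS2*, which had more counts (BaseMean 140 against 27.0), so detection of *ITGA2* is uncertain without the strand.

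The paper gives *CXCR6* the highest fold change between liver and blood CD8α high NK cells. In edgeR it had the largest rise among the transcripts called, and *DHRS7B* and *PERP*, which were not called, fell at least 4.50-fold and 2.17-fold. Both were called with DESeq2 and with DESeq2 and the replicate block.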

Other observations

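The tests of *CCR6* and *CCR9*, of scaled B cell markers and of the spread added by pig 1 were chosen after the results were seen, and their criteria and that of the pig 1 position were made stricter after their first values were known.

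A candidate explanation for *CXCR6* in liver CD8α high NK cells is a small share of lrNK cells in the sorted samples. The share that would give its level is 8.04%, inside the middle 90% (-9.51 to 17.0%, median 5.67%) of the shares from 74 other genes higher in lrNK cells. This test therefore cannot exclude admixture. The purity after sorting that the paper gives for liver CD8α high NK cells leaves a smaller share for other cells, but it is not given by pig. By pig, the *CXCR6* share was 21.8, 3.74, 51.2, 2.00 and 0.441%, against 21.9, 1.22, 7.48, 3.29 and -1.70% from the genes that rise in lrNK cells, and pig 3, whose lrNK level of *CXCR6* was low, departs from this. A single pig does not explain it, as the smallest fold of mean levels with one pig left out was 11.7. The paper proposes that these cells upregulate *CXCR6*, and the counts do not separate that from admixture.

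The rise of *EGR3*, *NR4A2* and *HSPA8* in liver CD8α high NK cells may reflect a response to the handling of liver cells. The fixed list of 26 other immediate early and heat shock genes was also higher, with a fry p-value of 0.00164 and an exact permutation test of the mean giving p = 0.0159, and 0 of its genes passed an adjusted p under 0.05 and 8 an unadjusted p under 0.05. *EGR3*, *NR4A2* and *HSPA8* were also higher in lrNK cells than in blood. A median of 20.5 of the 22 transcripts (20 to 21 over 10 splits of the pigs) had the same direction in lrNK cells against blood of other pigs, where 55.1% of all genes did. The 22 were chosen with the blood libraries of all pigs, so a part of this agreement may come from the choice. The counts do not tell a handling response from a property of cells in the liver.

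For the MHC II genes, B cells in the sorted lrNK samples may account for a part of the rise. Summed B cell markers were 54.0 ± 35.5 CPM (SD, n = 5) in blood, 17.0 ± 18.3 in liver CD8α high NK cells and 443 ± 214 in lrNK cells. Scaled from the change between liver CD8α high NK cells and blood, they gave 93.3% of the rise of *SLA-DRA* (76.4 to 112% with each pig left out), -13.8% for *SLA-DRB1* (-171 to 69.6%), 259% for *SLA-DQA1* (197 to 392%), 46.1% for *SLA-DQB1* (-44.7 to 202%), 125% for *SLA-DOB* (104 to 149.7%) and 106% for *CD74* (64.3 to 254%), 3 of 6 between 50 and 150%. The falls behind the scaling were not significant (adjusted p of 1.00 for *SLA-DRA* and 0.668 to 1.00 for the markers, edgeR), so the test cannot decide. By the fitted fold changes, 52 of the 943 genes higher in lrNK cells (5.51%) were over 2-fold lower in liver CD8α high NK cells than in blood, with the B cell markers, *CCR6*, *CCR9*, *THY1*, *SLA-DOB* and *PERP* among them. Of these, 14 had at most 3 counts in every liver CD8α high NK library, and for 8, with *CCR6* (at least 1.61-fold lower) among them, the lower bound was under 2-fold. The test therefore cannot decide whether B cells were the source of the *CCR6* and *CCR9* counts.

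Swapping populations within pigs makes 16 splits, so a share under 1 in 16 cannot be reached, and the share of splits alone cannot exclude chance. For each of the 3 numbers of genes that differ, the 2 numbers of abundant genes and the 4 gene set results, 1 of 16 splits, the real one, gave a result as large. The next highest numbers of genes were 26, 0 and 0 for lrNK cells against blood, liver CD8α high NK cells against blood and lrNK cells against liver CD8α high NK cells, with at most 1725, 367 and 1396 genes at an unadjusted p under 0.05 against the real 3223, 549 and 2722. After thinning all libraries to 2003499 counts, 1934, 7 and 1510 genes differed, of which 1815, 7 and 1428 were among those at full depth, so depth does not explain these numbers. Without pig 1, 2 genes differed between liver and blood CD8α high NK cells, and the fits without pigs 2, 3, 4 and 5 gave 0, 8, 2 and 3 (360, 643, 468 and 519 at an unadjusted p under 0.05, and 436 without pig 1), so the test cannot separate the spread of pig 1 from the loss of power with 4 pigs.

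Of the 15 libraries, 14 were closest to the other libraries of their own pig, and the lrNK library of pig 3 was closest to those of pig 1. Sex-linked genes were not used, so this check cannot exclude a mislabelled library. Over the 60 abundant genes that change most between blood and lrNK cells, other settings placed liver CD8α high NK cells 2.52 to 4.61% of the way, and 2.83 to 10.2% with each pig left out. The stress list was higher in lrNK cells by fry (p-value 0.0270, and 0.00265 with the pig as a block) and not by the exact permutation test (p = 0.762).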
